# DNASE1L3 enhances antitumor immunity and suppresses tumor progression in colon cancer

**DOI:** 10.1172/jci.insight.168161

**Published:** 2023-09-08

**Authors:** Wenling Li, Hideki Nakano, Wei Fan, Yuanyuan Li, Payel Sil, Keiko Nakano, Fei Zhao, Peer W. Karmaus, Sara A. Grimm, Min Shi, Xin Xu, Ryushin Mizuta, Daisuke Kitamura, Yisong Wan, Michael B. Fessler, Donald N. Cook, Igor Shats, Xiaoling Li, Leping Li

**Keywords:** Oncology, Colorectal cancer, Dendritic cells, Inflammatory bowel disease

## Abstract

DNASE1L3, an enzyme highly expressed in DCs, is functionally important for regulating autoimmune responses to self-DNA and chromatin. Deficiency of DNASE1L3 leads to development of autoimmune diseases in both humans and mice. However, despite the well-established causal relationship between DNASE1L3 and immunity, little is known about the involvement of DNASE1L3 in regulation of antitumor immunity, the foundation of modern antitumor immunotherapy. In this study, we identify DNASE1L3 as a potentially new regulator of antitumor immunity and a tumor suppressor in colon cancer. In humans, *DNASE1L3* is downregulated in tumor-infiltrating DCs, and this downregulation is associated with poor patient prognosis and reduced tumor immune cell infiltration in many cancer types. In mice, *Dnase1l3* deficiency in the tumor microenvironment enhances tumor formation and growth in several colon cancer models. Notably, the increased tumor formation and growth in *Dnase1l3*-deficient mice are associated with impaired antitumor immunity, as evidenced by a substantial reduction of cytotoxic T cells and a unique subset of DCs. Consistently, *Dnase1l3*-deficient DCs directly modulate cytotoxic T cells in vitro. To our knowledge, our study unveils a previously unknown link between DNASE1L3 and antitumor immunity and further suggests that restoration of DNASE1L3 activity may represent a potential therapeutic approach for anticancer therapy.

## Introduction

DNASE1L3, a Ca^2+^/Mg^2+^-dependent endonuclease (1), is a secreted protein that, under normal physiological conditions, efficiently digests dietary DNA within the intestinal tract and chromatin released from dead cells (2–4). DNASE1L3 can also digest DNA encapsulated in microparticles released from cells upon activation, malignant transformation, stress, or death (5).

Several lines of evidence suggest that DNASE1L3 is closely associated with systemic immunity. *DNASE1L3* is highly expressed in conventional DCs (cDCs) (6–8) and liver sinusoidal endothelial cells (LSECs) (9), gatekeepers of hepatic immunity (10). It is also moderately expressed in plasmacytoid DCs (pDCs), macrophages, and B cells (8). Deficiency in DNASE1L3 has been associated with development of autoimmune diseases in both humans and mice. Genome-wide association studies have uncovered a link between loss of the functional variant of *DNASE1L3* and autoimmune diseases such as systemic lupus erythematosus (SLE) (6, 11). Immunochip analysis also identified *DNASE1L3* as one of the susceptibility loci for SLE (12). Moreover, autoantibodies against DNASE1L3 are associated with sporadic SLE (13), and patients with a *DNASE1L3* deficiency have elevated DNA levels in plasma (6). Consistently, *Dnase1l3* deficiency in mice leads to rapid development of autoantibodies to double-stranded DNA (dsDNA) and chromatin, along with hyperinflammatory phenotypes including a reduced marginal zone B cell population and increased fractions of monocytes and activated T cells, hyperactivation of germinal centers, early expansion of Tfh cells, elevated plasmablasts in the spleen, and increased incidence of glomerulonephritis (6, 7). Therefore, DNASE1L3 is functionally important for regulating autoimmune responses to self-DNA and chromatin in both humans and mice (6, 7, 14–17).

Despite the evidence of the causal relationship between DNASE1L3, systemic immunity, and autoimmune response, little is known about the involvement of DNASE1L3 in regulation of antitumor immunity. Herein, we systematically investigated the possible role of DNASE1L3 in mediating the interaction between immune cells and cancer cells in both humans and mice using bioinformatics analyses of The Cancer Genome Atlas (TCGA) data sets and various mouse intestinal/colorectal cancer (CRC) models. Our study demonstrates that DNASE1L3 is downregulated in tumors and that this downregulation is associated with poor patient prognosis in many cancer types in humans. Furthermore, *Dnase1l3* deficiency in mice delays tissue recovery after damage, increases chronic inflammation and immune cell dysfunction, impairs antitumor immunity, and enhances tumor progression.

## Results

### DNASE1L3 is downregulated in human tumors, and its downregulation is associated with poor patient survival.

To evaluate the possible involvement of DNASE1L3 in cancer, we first analyzed RNA-Seq data sets from TCGA and found that the mRNA levels of *DNASE1L3* were significantly downregulated in a wide range of human cancer types compared with their adjacent normal tissues (Figure 1A). Importantly, downregulation of *DNASE1L3* was associated with poor patient survival for many cancer types (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.168161DS1), including CRC (Figure 1B).

*DNASE1L3* is highly expressed in DCs of both humans and mice (6–8) (Supplemental Figure 1B). To test whether the observed downregulation of *DNASE1L3* in human tumors is due to a reduced number of *DNASE1L3*-expressing cells or due to its intrinsic downregulation in those cells, we analyzed a recent public single-cell gene expression profiling study of the CD45^+^ myeloid population in human colorectal tumors (18). This analysis confirmed that *DNASE1L3* has the highest expression in cDC1 and cDC2 among myeloid cells in normal human colonic tissues (Supplemental Figure 1C) and further revealed that its expression in both cDC subtypes, particularly cDC2, was significantly downregulated in human CRC tumors compared with adjacent normal tissues (Figure 1C and Supplemental Figure 1C). These results suggest that the observed downregulation of *DNASE1L3* in human tumors is likely due to its reduced expression in cDCs in tumors.

Further bioinformatic analyses revealed that several immune cell markers, including *CCR7*, *CD40LG*, and *CD3G*, were among the most positively correlated genes with *DNASE1L3* in human colorectal tumors (Figure 1D), indicative of a possible association between *DNASE1L3* expression and antitumor immune activity. Taken together, our in silico analyses of transcriptomic data from human tumors suggest that downregulation of *DNASE1L3* in cDCs may impair antitumor immunity, which in turn contributes to tumor progression.

### Dnase1l3 deficiency in mice results in impaired tissue recovery after DNA damage.

To test the possibility that DNASE1L3 may function as a tumor suppressor, we decided to leverage a previously generated full-body constitutive *Dnase1l3*-deficient (KO) mouse strain (19) in several models of CRC. We confirmed that expression of *Dnase1l3* in all segments of the intestine was dramatically reduced in this *Dnase1l3*-KO mouse strain (Supplemental Figure 2A). *Dnase1l3*-deficient mice were phenotypically normal with normal body weight, and small intestine and colon length were comparable with their WT counterparts (Supplemental Figure 2, B–D). Histological analysis did not reveal any morphological abnormalities in the colon (Supplemental Figure 2E). Expression of cell type–specific marker genes in the colon, such as those for stem cells (*Lgr5*), endocrine cells (*Sst*), and goblet cells (*Muc2*), was also comparable between the 2 genotypes (Supplemental Figure 2F). These data indicate that the GI tracts of young *Dnase1l3*-KO mice show no gross abnormalities at baseline.

Since DNASE1L3 is believed to be a secreted protein (3), we further confirmed the inactivation of this enzyme in KO mice by comparing the ability of serum from *Dnase1l3* WT and *Dnase1l3-*KO mice to digest genomic DNA and chromatin. As expected, serum from *Dnase1l3* WT mice efficiently digested genomic DNA, resulting in DNA smears after 30 minutes of incubation (Figure 2A). In contrast, intact genomic DNA remained visible even after a 1-hour incubation with serum from *Dnase1l3*-KO mice. Similarly, DNA ladders were clearly visible when isolated nuclei were incubated with serum from *Dnase1l3* WT mice, whereas serum from *Dnase1l3*-KO mice failed to generate DNA ladder from nuclei (Figure 2B). Therefore, serum from *Dnase1l3*-KO mice is defective in digesting dsDNA and chromatin DNA in vitro.

*Dnase1l3* deficiency has been shown to hamper the clearance of dsDNA/chromatin in peripheral blood (6, 17). To test the possibility that *Dnase1l3* deficiency may also impair recovery after DNA damage in tissues, we injected *Dnase1l3*-KO and WT mice i.p. with a single dose of azoxymethane (AOM) and evaluated tissue damage in the colon at 2 time points, 9 hours and 5 days (D5), after the injection. TUNEL staining of the colon showed that similar numbers of TUNEL^+^ foci were induced by AOM at the 9-hour early time point in WT and KO mice (Figure 2, C and D). TUNEL^+^ foci were mostly resolved at the D5 after AOM injection in WT mice. However, significantly more TUNEL^+^ foci were present in the colon of the *Dnase1l3*-KO mice at this late time point (Figure 2, C and D). Consistent with this observation, a different DNA double-strand break agent, doxorubicin, induced similar degrees of TUNEL^+^ foci in the small intestine at an early time point (12 hours) in WT and KO mice, but significantly more TUNEL^+^ foci were present in the *Dnase1l3*-KO mice at both D3 and D5 after the injection (Figure 2, E and F). Taken together, these data indicate that *Dnase1l3*-KO mice are impaired in intestinal tissue recovery after DNA damage, which may affect cell homeostasis and subsequent tumorigenesis.

### Dnase1l3 deficiency impairs tissue recovery and increases susceptibility to intestinal cancer formation.

To directly investigate the possible involvement of DNASE1L3 in suppressing tumorigenesis, we employed a well-established chemically induced CRC model, AOM/dextran sulfate sodium (AOM/DSS) model (20, 21) in *Dnase1l3* WT and *Dnase1l3-*KO mice (Figure 3A, top). In WT mice, the expression of *Dnase1l3* in the colon was markedly induced upon DSS treatment (D10) and remained high during the whole AOM/DSS procedure (Supplemental Figure 3A). Consistent with our observations that *Dnase1l3*-KO mice had significantly more damaged cells in the colon than WT mice after AOM dosing (Figure 2, C and D), *Dnase1l3*-KO mice recovered more slowly than WT mice after the first cycle of DSS treatment, as indicated by greater body weight loss (Figure 3A) and higher incidence of bleeding and diarrhea (Figure 3B and Supplemental Figure 3B). At the recovery phase following the first DSS treatment (D19), *Dnase1l3*-KO mice also had reduced colon length (Supplemental Figure 3C) and impaired recovery of tissue damage (Supplemental Figure 3D), and they showed splenomegaly, as previously reported (6) (Supplemental Figure 3E). Notably, at the final stage of the tumorigenesis process, *Dnase1l3*-KO mice had more tumors, which were also larger than those in WT mice (Figure 3, C–E). Histopathological evaluations of the colons from AOM/DSS-treated mice further revealed that *Dnase1l3*-KO mice had more advanced tumors (adenoma and adenocarcinoma) compared with WT mice, whose tumors had characteristics of atypical hyperplasia (Figure 3, F and G). Therefore, *Dnase1l3* deficiency impairs recovery after short-term treatment and enhanced tumorigenesis after chronic treatment in the AOM/DSS model of inflammation-induced colorectal carcinogenesis. To further confirm these observations, we bred *Dnase1l3*-deficient mice to *APC^min/+^* mice, which develop spontaneous intestinal tumors driven by deregulated β-catenin signaling (22, 23). These animals had more adenomas in the small intestine and colon than littermate *APC^min/+^* mice (Figure 3, H and I), despite having normal gross tissue morphology (Supplemental Figure 4). Collectively, our data from 2 independent colon cancer models demonstrate that *Dnase1l3* deficiency in mice promotes tumorigenesis.

### Dnase1l3 deficiency exacerbates early inflammatory responses but reduces late-stage antitumor immunity.

To better understand the mechanisms underlying *Dnase1l3* deficiency–induced tumorigenesis, we carried out genome-wide transcriptomic analysis of the whole colon tissue from *Dnase1l3* WT and *Dnase1l3*-KO mice before AOM/DSS treatment (D0), after treatment with 1 cycle of AOM/DSS plus 5-day recovery (D19), and 24 days after treatment with 3 cycles of AOM/DSS (D80) (for the experimental timeline, see Figure 3A). 

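Each colon group held 4 mice, and 1 library was made per mouse from total RNA of whole colon. AOM (azoxymethane) is a colon carcinogen, and DSS (dextran sulfate sodium) given in drinking water injures the colon epithelium. *Dnase1l3* (ENSMUSG00000025279) encodes a secreted DNase and lies on the minus strand of chromosome 14 of GRCm38 from 7964533 to 7994573. At D0 its level was 2.70 ± 0.787 CPM (counts scaled to library size by TMM, SD, n = 4) in WT and 3.24 ± 1.39 (SD, n = 4) in *Dnase1l3*-KO colon. At D19 it was 8.14 ± 0.670 CPM in WT and 3.85 ± 2.51 in KO colon, and each KO library lay below each WT library. At D80 it was 6.08 ± 2.88 CPM in WT and 5.54 ± 4.22 in KO colon. The log2 fold change of KO over WT was 0.27 (SE 0.33, adjusted p = 0.827) at D0, -1.07 (SE 0.50, adjusted p = 0.444) at D19 and -0.17 (SE 0.51, adjusted p = 0.878) at D80 in edgeR's quasi-likelihood test. The part of the gene that the KO allele lacks is not named in the text, so counts over the whole gene do not test the genotype labels.

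**Figure D1:**
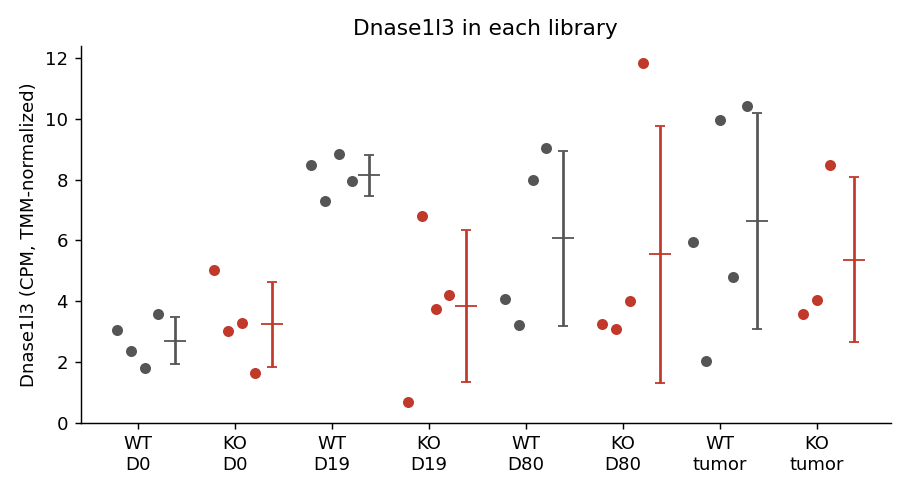
Level of *Dnase1l3* (CPM, vertical axis) in each library by group (horizontal axis). Each point is 1 library, gray for WT and red for *Dnase1l3*-KO, with the mean and SD of the group beside it. At D19 the KO libraries lie between 0.675 and 6.79 CPM and the WT libraries between 7.29 and 8.84.

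Single-end reads of 75 nt had been aligned with STAR to mm10 and summed by the authors to counts per gene with the subread package. These counts, which the authors had not normalized, are the values used here. Total counts per library ranged from 20326414 to 34377713 (median 24506513) in WT and from 32840426 to 40391830 (median 39340076) in KO colon at D0. At D19 they ranged from 18951121 to 39240995 (median 37534697) in WT and from 39416340 to 47623288 (median 40724746) in KO colon. At D80 they ranged from 29955789 to 45323252 (median 34261086) in WT and from 27663690 to 43815431 (median 31997186) in KO colon. The genotypes were compared within each stage after TMM normalization, and a gene counted as a DEG at an adjusted p under 0.05 and a fold change over 2. The named groups of genes are 32 lists that were chosen before the data were examined, 2 of them taken from the paper, and camera tested each list with a preset correlation of 0.01 between genes. The p given "with an estimated correlation" takes the correlation between a list's genes from these libraries.
A pair of colon libraries stood apart from the rest of their groups. In KO mouse 811 at D19 and WT mouse 581 at D80, mitochondrially encoded mRNAs took 10.6% and 15.1% of the counts, and ribosomal protein mRNAs took 11.2% and 9.88%. Expression relative to the group fell with gene length in both (Spearman's rho -0.469 and -0.461 across genes, which are not independent replicates).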

We also performed transcriptomic analysis of the isolated final tumors in parallel. 

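Tumors came from 5 WT and 3 *Dnase1l3*-KO mice. Relative to D80 colon of the same genotype, tumors had higher transcripts of the colonic stem cell and Wnt target list and lower transcripts of goblet cells, smooth muscle and enteric neurons. Of 18 measured stem cell and Wnt target genes, 16 rose in WT and 15 in KO tumors, and none fell (17 and 16 rose when adjusted over the list alone). *Ascl2*, a transcription factor of intestinal stem cells, rose by a log2 fold change of 2.52 (SE 0.28) in WT and 2.37 (SE 0.28) in KO tumors. The camera adjusted p of the list was 9.07e-12 in WT and 2.56e-06 in KO (adjusted p = 0.226 and 0.381 with an estimated correlation). Of 14 goblet cell genes, 13 fell in WT and 11 in KO tumors (14 and 11 when adjusted over the list alone). The camera adjusted p was 9.59e-10 and 2.13e-05 (adjusted p = 0.0918 and 0.332 with an estimated correlation). *Spdef*, a transcription factor of goblet cell maturation, had log2 fold changes of -2.04 (SE 0.24) and -2.11 (SE 0.22). All 12 smooth muscle genes fell in both genotypes, also when adjusted over the list alone (camera adjusted p = 1.51e-11 and 2.11e-22, and adjusted p = 0.0587 and 0.172 with an estimated correlation). Of 18 enteric neuron and glia genes, 17 fell in WT and 15 in KO tumors, by all genes and over the list alone (camera adjusted p = 1.06e-16 and 9.28e-11, and adjusted p = 0.0587 and 0.332 with an estimated correlation).
Squamous epithelium genes, which colon epithelium does not normally express, were also higher. Of 12 measured, 11 rose in WT and 10 in KO tumors (11 in both when adjusted over the list alone), and *Krt5*, a keratin of basal squamous cells, rose by 9.14 (SE 1.71) and 8.52 (SE 0.29) on the log2 scale. Its level was 194 ± 190 CPM (SD, n = 5, from 0.606 to 431) in WT and 117 ± 23.0 CPM (SD, n = 3) in KO tumors. The camera adjusted p of the list was 2.60e-09 and 5.58e-17 (adjusted p = 0.216 and 0.167 with an estimated correlation). Posterior Hox genes were higher too, with a median log2 fold change of 2.81 in WT and 3.38 in KO tumors. The labels give tumor only for the tumors and whole colon for the D80 samples. Whether the region and the layers of the gut sampled account for the changes of these lists was not tested.
In total, 1520 genes rose and 2570 fell in WT tumors, of 19007 tested, and 2006 rose and 3189 fell in KO tumors, of 19457 tested. Of the mice, 3 of each genotype gave both samples. With the mouse as a replicate block, 4413 genes changed in WT and 3927 in KO tumors. Across genes, the tumor and the D80 colon of 1 mouse had Pearson's r between 0.0348 and 0.199 after the group means were taken out, and genes are not independent replicates. Total counts per tumor library ranged from 30501372 to 37635047 (median 34191402) in WT and from 33795948 to 34288788 (median 34255545) in KO. Between genotypes, tumors were compared by the same test at a nominal p under 0.01 and a fold change over 2. The library of KO tumor 544 stood apart, with 8.02% of counts from mitochondrially encoded mRNAs, 16.3% from ribosomal protein mRNAs and a rho with gene length of -0.327. *Dnase1l3* was at 6.64 ± 3.56 CPM (SD, n = 5) in WT and 5.37 ± 2.73 CPM (SD, n = 3) in KO tumors, a log2 fold change of -0.22 (SE 0.52).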

As expected, there were few differentially expressed genes (DEGs; fold change > 2, adjusted *P* [*P*_adj_] < 0.05) between the 2 genotypes at baseline (D0) (Supplemental Table 1). However, during AOM/DSS-induced carcinogenesis, a cluster of 207 genes enriched in pathways of immune and inflammatory responses was dramatically induced in the colon of *Dnase1l3*-KO mice at D19 (Figure 4, A and B, and Supplemental Table 2; the purple cluster, KO). In contrast, the expression of these genes was only modestly induced in the colon of WT mice at the same stage, suggesting that *Dnase1l3* deficiency exacerbates an early-phase inflammatory response in the colon in response to AOM/DSS treatment. 

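At D0, markers of the muscle wall and the enteric nervous system were lower in *Dnase1l3*-KO than in WT colon as lists, while edgeR called no single gene in the fit without a block. None of 12 measured smooth muscle genes was higher in KO colon, with a median log2 fold change of -0.59 and a camera adjusted p of 3.42e-09 (adjusted p = 0.812 with an estimated correlation). None of the 12 passed over all genes or when adjusted over the list alone. *Myh11*, the myosin heavy chain of smooth muscle, had a log2 fold change of -0.72 (SE 0.26, adjusted p = 0.470), and *Smtn*, smoothelin, of -0.67 (SE 0.23, adjusted p = 0.468). The 19 enteric neuron and glia genes were likewise all lower (median -0.59, camera adjusted p = 3.42e-09, and adjusted p = 0.812 with an estimated correlation), and none passed over all genes or when adjusted over the list alone. Among them, *Chrna3*, a nicotinic acetylcholine receptor subunit of enteric neurons, was at -0.81 (SE 0.27). The fibroblast and matrix list was lower in 17 of 18 genes, with a median of -0.50 (camera adjusted p = 1.12e-05, and adjusted p = 0.812 with an estimated correlation), and none passed when adjusted over the list alone. Without WT mouse 927 this median was -0.30.
Of 14 goblet cell genes, 9 were higher in KO colon, with a median of 0.19 (camera adjusted p = 0.0244, and adjusted p = 0.697 with an estimated correlation), and 5 were higher and 1 lower when adjusted over the list alone. *Best2*, a chloride channel of goblet cells, was at 2.64 (SE 0.53, adjusted p = 0.319), and *Tff3*, a trefoil peptide, at 0.65 (SE 0.16, adjusted p = 0.412). The IFN-γ-induced list was higher in 22 of 29 genes, with a median of 0.18 (camera adjusted p = 0.00789, and adjusted p = 0.812 with an estimated correlation) and none past the test over the list alone. For these last lists the call was lost when single libraries were left out: goblet cells without WT mouse 918 or KO mouse 852 (adjusted p up to 0.195), and IFN-γ-induced genes without WT mouse 918, WT mouse 920 or KO mouse 853 (up to 0.475). Both calls were also lost with voom weights (adjusted p = 0.200), and that of IFN-γ-induced genes with *Hoxb13* as a covariate (0.05, adjusted p = 0.233). Over omissions of single libraries the goblet cell list lay between 0.06 and 0.27 (0.12 without WT mouse 920). The IFN-γ-induced list lay between 0.03 and 0.35 (0.35 without KO mouse 872).
The markers that the paper names for the untreated colon were *Lgr5* (stem cells), *Sst* (endocrine cells) and *Muc2* (goblet cells). *Lgr5* (chromosome 10, 115450311 to 115587780) was at 3.21 ± 0.746 CPM in WT and 3.63 ± 0.635 CPM in KO colon (SD, n = 4 each, log2 fold change 0.19, SE 0.22, adjusted p = 0.817 from edgeR). *Sst* (chromosome 16, 23889573 to 23890958) was at 23.9 ± 9.26 and 14.3 ± 1.49 CPM (log2 fold change -0.73, SE 0.24, adjusted p = 0.468). *Muc2* (chromosome 7, 141690340 to 141754693) was at 9159 ± 1645 and 7451 ± 2754 CPM (log2 fold change -0.29, SE 0.26, adjusted p = 0.746). With 1 library left out the log2 fold change was 0.05 to 0.29 for *Lgr5*, -0.94 to -0.54 for *Sst* and -0.54 to -0.14 for *Muc2*. Over the alternative fits it was 0.08 to 0.35 for *Lgr5*, -0.94 to -0.61 for *Sst* and -0.60 to -0.06 for *Muc2*.
*Hoxb13*, a homeobox gene of the distal gut, was at 4.00 CPM in KO mouse 872 and at 7.37 to 55.1 CPM in WT. Each of the other KO mice lay above each WT mouse, at up to 154 CPM (log2 CPM 6.99 to 7.26). The mean log2 CPM of posterior Hox genes was 1.70 to 2.23 in these KO mice and 0.58 in KO mouse 872. It was 0.03 to 1.24 in WT (exact two-sided permutation test of all 8 libraries, p = 0.0857). The region of the colon sampled may thus differ between the genotypes at D0. By edgeR, 0 of 18175 genes tested were DEGs (lowest adjusted p 0.116), while 1750 genes had an unadjusted p under 0.05 and DESeq2 called 33 higher and 15 lower. Without KO mouse 872, edgeR called 47 DEGs. Label prefixes 123 and 134 are shared by both genotypes, and with the prefix as a block edgeR called 71 DEGs and 13 lists passed, against 5 without it.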

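The cluster of 207 genes, of which 204 were measured at D19, was higher in *Dnase1l3*-KO than in WT colon throughout. All 204 had a positive log2 fold change, with a median of 1.68 (quartiles 1.35 and 2.33). The study chose the cluster on these samples, so its direction is not independent evidence. Its mean log2 CPM was higher in each KO than in each WT library at D19 (exact two-sided permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). *S100a8* (chromosome 3, 90668978 to 90670035), a subunit of the neutrophil protein calprotectin, was at 14.2 ± 18.6 CPM in WT and 142 ± 40.3 CPM in KO colon (SD, n = 4 each). *S100a9*, which encodes the other subunit, was at 24.4 ± 31.4 and 231 ± 76.7 CPM.
Neutrophil markers, a list not taken from the study although 11 of its 23 genes also belong to the cluster, were higher in 21 of 21 genes, with a median log2 fold change of 2.47. The camera adjusted p was 2.06e-28 (adjusted p = 0.107 with an estimated correlation), and 20 genes passed when adjusted over the list alone. *Camp*, an antimicrobial peptide of neutrophil granules, was at 3.21 (SE 0.67), and *Fpr1*, a receptor for bacterial formyl peptides, at 2.80 (SE 0.51). Inflammatory cytokines and chemokines were higher in 27 of 28 genes (median 2.39, camera adjusted p = 2.97e-26, and adjusted p = 0.14 with an estimated correlation), and 24 passed when adjusted over the list alone. Of the 30 genes of that list, 12 also belong to the cluster. *Ccl7* and *Ccl3*, chemokines that attract monocytes, were at 2.31 (SE 0.49) and 2.40 (SE 0.51).

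**Figure D2:**
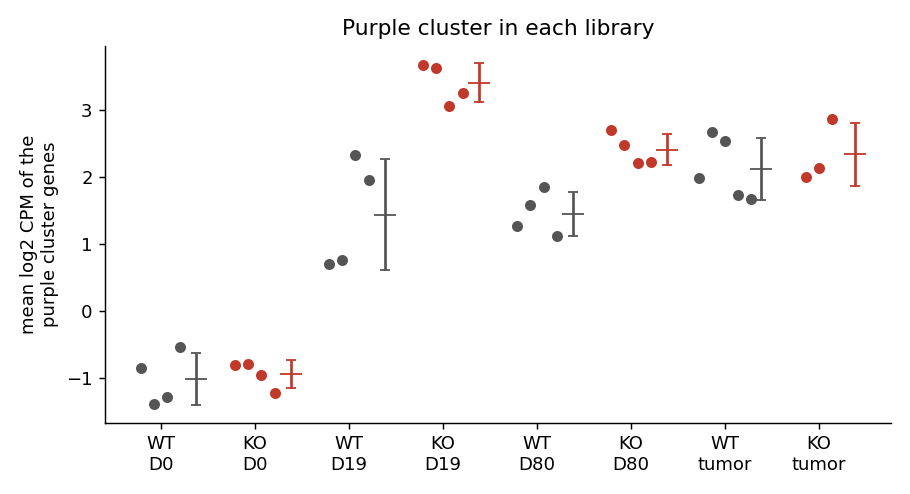
Mean log2 CPM of the genes of the 207-gene cluster (vertical axis) in each library by group (horizontal axis). Each point is 1 library, gray for WT and red for *Dnase1l3*-KO, with the mean and SD of the group beside it. The KO libraries at D19 lie above those of WT at D19.

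By edgeR, 0 of 19545 genes were DEGs between genotypes at D19 (lowest adjusted p 0.298), and so 0 of the cluster, while 2213 genes had an unadjusted p under 0.05. DESeq2 called 215 genes higher and 90 lower, 191 of the cluster among the first. In the cluster, 187 genes had a nominal p under 0.01 and a fold change over 2, and 200 passed when adjusted over the list alone, which for a list chosen on these samples is not independent evidence. At D0 the median of the cluster was -0.03 with 57 of 121 measured genes higher. At D80 it was 0.73 with 182 of 195 higher (0.43 with the label prefix as a block), and in tumors 0.19 with 135 of 201 higher. The tumor median was -0.18 without KO tumor 544, whose library stood apart, -0.10 with voom weights and between 0.12 and 0.35 in the other omissions of 1 tumor. The D0 median was between 0.03 and 0.15 without WT mouse 851, WT mouse 927, KO mouse 915 or KO mouse 872. The WT mice at D19 carried the label prefixes 97 (n = 2), 115 and 116, and the KO mice carried 115 and 116 only. With prefixes 115 and 116 alone, the median of the neutrophil list was 1.59 and that of the cytokine list 1.57.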

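From D0 to D19 the cluster was induced in both genotypes, with a median log2 fold change of 2.72 (quartiles 1.64 and 3.41) in WT and 4.30 (quartiles 3.36 and 5.76) in *Dnase1l3*-KO colon. In WT, 164 of 169 measured genes were higher and 139 were DEGs. In KO, all 204 were higher and 198 were DEGs. The median in KO was also 4.30 with the 5 genes that had no counts at D0 set to their lower bound. *S100a9* rose by 6.68 (SE 1.5, adjusted p = 0.00514) in WT and 9.31 (SE 0.62, adjusted p = 3.29e-05) in KO colon on the log2 scale. *Il1b*, the cytokine interleukin-1β, rose by 7.30 (SE 1.27, adjusted p = 0.00137) in WT and 8.23 (SE 0.41, adjusted p = 2.19e-05) in KO colon. *Retnlg*, a resistin-like gene of neutrophils, rose by 7.18 (SE 1.03) in WT and 8.88 (SE 0.65) in KO colon.
The difference between the inductions, tested as an interaction, had a median of 1.62 in the cluster, with 197 of 204 genes higher in KO. None of them was a DEG of the interaction by edgeR, while 71 had a nominal p under 0.01 and a fold change over 2, and DESeq2 called 35. Adjusted over the list alone, 112 were higher and 2 lower, which is not independent evidence for genes chosen on these samples. Of the lists not taken from the study, cytokines and chemokines were higher in 26 of 28 genes (median 1.88, camera adjusted p = 3.00e-12, and adjusted p = 0.203 with an estimated correlation), 5 of them higher and 1 lower when adjusted over the list alone. Without WT mouse 805 at D19 their median was 2.84, and with the stricter filter it was 1.21. Neutrophil markers were higher in 20 of 21 (median 2.03, camera adjusted p = 5.43e-10, and adjusted p = 0.203 with an estimated correlation), 4 of them past the test over the list alone.
Across all genes, 1733 rose and 750 fell in WT, and 1718 rose and 483 fell in KO colon. Among those that rose most without overlap of the groups, *Csf3*, the granulocyte growth factor, had no counts in KO colon at D0 and was at least 8.24 higher on the log2 scale at D19, against 3 counts over the group. *Fabp2*, a fatty acid-binding protein of enterocytes, fell by 2.74 (SE 0.20) in WT, and *Slc30a10*, a manganese transporter, fell by 5.34 (SE 0.60) in KO colon. Of 20149 genes tested, 6 were DEGs of the interaction, all with a lower log2 fold change in KO, among them *Foxq1*, a forkhead transcription factor, at -2.18 (SE 0.31, adjusted p = 0.0264), and DESeq2 called 66 higher and 100 lower. *Foxq1* was at 0.848 ± 0.167 CPM in WT and 2.78 ± 0.621 CPM in KO colon at D0, and at 5.12 ± 0.935 and 3.64 ± 0.640 CPM at D19 (SD, n = 4 each). The count was 44 without KO mouse 872 at D0, 41 without WT mouse 805 at D19, 33 without KO mouse 811 at D19 and 0 in 10 of the other 13 omissions of single libraries.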

Consistent with these observations, expression of the macrophage and DC markers *Adgre1* (F4/80), *Nos2* (Inos), *Arg2* (Arginase-2), and *Itgax* (Cd11c), and various inflammatory cytokines was significantly higher in the colon of *Dnase1l3*-KO mice than those of WT mice, mostly around the first cycle of AOM/DSS treatment (D19) (Figure 4C). Moreover, phosphorylation of IκBα, an indicator of canonical NF-κB activation (24) involved in regulating the expression of several proinflammatory cytokines, was also higher in the colonic tissue of *Dnase1l3*-KO mice compared with that in WT mice (Figure 4D; see complete unedited blots in the supplemental material). Therefore, the colon of *Dnase1l3*-KO mice displayed an early-phase hyperinflammatory response when challenged with AOM/DSS.

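At D19, transcripts of innate immune cells and of cytokine signaling were higher in *Dnase1l3*-KO than in WT colon as lists, and smooth muscle transcripts were lower. Monocyte and macrophage markers were higher in 18 of 21 genes (median log2 fold change 0.78, camera adjusted p = 1.13e-09, and adjusted p = 0.107 with an estimated correlation), and 12 passed when adjusted over the list alone. *Ccr2*, the receptor that brings monocytes into tissue, was at 0.99 (SE 0.21), and *Fcgr1*, an antibody receptor of macrophages, at 1.56 (SE 0.37). NF-κB target genes were higher in 19 of 24 (median 0.97, camera adjusted p = 9.65e-10, and adjusted p = 0.259 with an estimated correlation), 12 of them past the test over the list alone. *Ptgs2*, cyclooxygenase 2, was at 2.06 (SE 0.57) and *Vcam1*, an endothelial adhesion molecule, at 0.96 (SE 0.27). IFN-γ-induced genes were higher in 30 of 30 (median 1.41, camera adjusted p = 3.77e-16, and adjusted p = 0.314 with an estimated correlation), 21 past the test over the list alone, with *Socs1*, an inhibitor of cytokine signaling, at 1.91 (SE 0.55). Type I IFN-stimulated genes were higher in 33 of 44 (median 0.52, camera adjusted p = 0.000174, and adjusted p = 0.477 with an estimated correlation), and none passed over the list alone. With label prefixes 115 and 116 alone their median was 0.30 and the call was lost (adjusted p = 0.205), as it was with the prefix as a block (0.23, adjusted p = 0.146) and with voom weights (0.07, adjusted p = 0.855). With prefixes 115 and 116 alone the monocyte and macrophage list was at 0.58, NF-κB targets at 0.60 and IFN-γ-induced genes at 1.00. With the prefix as a block IFN-γ-induced genes were at 0.68 and NF-κB targets at 0.58, and with voom weights the 3 lists were at 0.42, 0.58 and 0.48. Without KO mouse 811 the monocyte and macrophage list was at 0.52 and type I IFN-stimulated genes at 0.30. The cluster also holds 2 of the 21 monocyte and macrophage genes, 7 of the 24 NF-κB targets, 6 of the 30 IFN-γ-induced genes and 1 of the 45 type I IFN-stimulated genes.
The markers that the study measured by qPCR were chosen by it, so their direction is not independent evidence. All 8 were higher (median 2.00, camera adjusted p = 3.56e-09, and adjusted p = 0.107 with an estimated correlation), and 5 passed when adjusted over the list alone. *Adgre1* (F4/80, chromosome 17, 57358691 to 57483527) was at 28.0 ± 2.97 CPM in WT and 38.9 ± 19.5 CPM in KO colon (SD, n = 4 each, log2 fold change 0.52, SE 0.33, adjusted p = 0.528 from edgeR). Without KO mouse 811 its log2 fold change was 0.04. *Nos2* (inducible nitric oxide synthase, chromosome 11, 78920787 to 78960254) was at 39.8 ± 32.2 and 118 ± 73.4 CPM (log2 fold change 1.61, SE 0.73, adjusted p = 0.442). *Itgax* (Cd11c) was at 15.6 ± 1.69 and 19.5 ± 4.55 CPM (log2 fold change 0.36, SE 0.22, adjusted p = 0.521). Over omissions of 1 library and the alternative fits, the log2 fold change was 0.83 to 2.05 for *Nos2* and 0.05 to 0.48 for *Itgax*. *Il1b* was at 25.7 ± 26.6 and 142 ± 56.1 CPM. *Il1b* shares exon positions with a neighboring gene, and the strand setting of the counts is not stated.
The mean log2 CPM of the neutrophil list was 0.39 ± 1.64 in WT and 3.48 ± 0.240 in KO colon, higher in each KO than in each WT library. In WT mice it was -1.32 and -0.61 with prefix 97 and 2.21 and 1.27 with prefixes 115 and 116. The mean log2 CPM of IFN-γ-induced genes was 3.83 ± 0.673 in WT and 5.11 ± 0.921 in KO colon, and the groups overlapped. By exact two-sided permutation test p was 0.0857 for this score and 0.229 for that of type I IFN-stimulated genes. Smooth muscle markers were lower in 12 of 12 genes (median -0.62, camera adjusted p = 0.000388, and adjusted p = 0.322 with an estimated correlation), none past the test over the list alone; with prefixes 115 and 116 alone they were at -0.41.

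**Figure D3:**
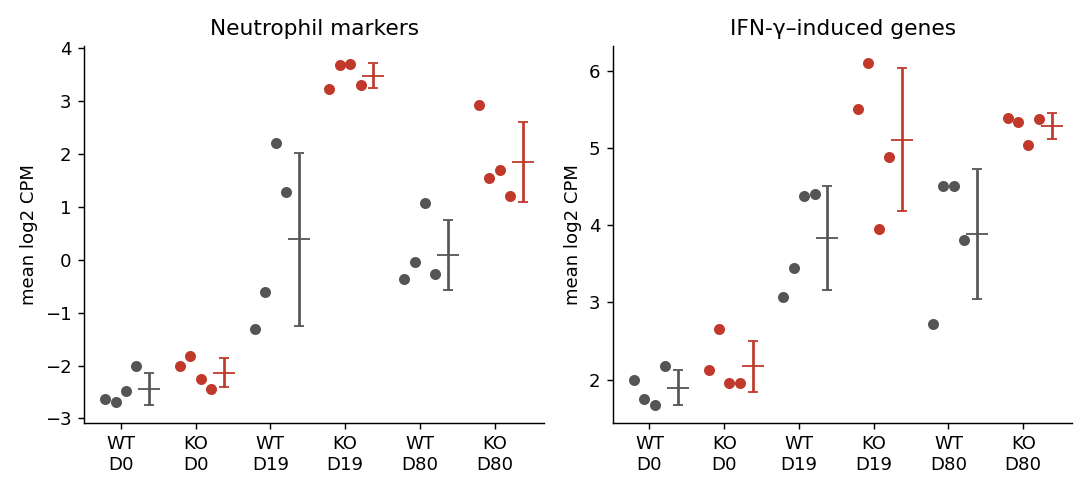
Mean log2 CPM (vertical axes) of neutrophil markers and of IFN-γ-induced genes in each colon library by group (horizontal axes). Each point is 1 library, gray for WT and red for *Dnase1l3*-KO, with the mean and SD of the group beside it. At D19 the neutrophil score of the KO libraries lies above that of the WT libraries. The score of IFN-γ-induced genes does not separate them: KO mouse 803 (3.94) lies below WT mice 805 (4.38) and 812 (4.41).

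From the induction of the cluster, the qPCR of macrophage and dendritic cell markers and cytokines, and the phosphorylation of IκBα (Fig. 4, A–D), the paper concludes that *Dnase1l3*-KO colon had an early hyperinflammatory response.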

Interestingly, expression levels of the proinflammatory genes that were upregulated in the colon of *Dnase1l3*-KO mice at earlier time points did not significantly differ between the final isolated tumors from the 2 genotypes (Figure 4C, tumor). However, RNA-Seq analysis revealed that various genes involved in the type I IFN response (25), including *Ddx60*, *Dhx58*, *Gbp7*, *Gvin1*, *Ifit1bl2*, *Mx2*, *Oas2*, *Oas3*, *Oasl1*, *Oasl2*, and *Slfn4*, were significantly reduced in the final tumors isolated from *Dnase1l3*-KO mice compared with those from WT mice (Supplemental Figure 5), suggestive of a blunted type I IFN response. In addition, *Cd8a*, a marker of cytotoxic T cells, was also found among the 32 downregulated genes (Supplemental Figure 5). 

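In tumors, all 11 type I IFN response genes named by the paper had a lower mean in *Dnase1l3*-KO than in WT, with a median log2 fold change of -1.48. *Oas3* (chromosome 5, 120753098 to 120777661), an enzyme that activates RNase L on double-stranded RNA, was at 39.2 ± 37.2 CPM in WT (SD, n = 5) and 10.8 ± 1.66 CPM in KO tumors (SD, n = 3). *Mx2* (chromosome 16, 97535308 to 97560900), a dynamin-like GTPase, was at 2.14 ± 2.17 and 0.494 ± 0.0594 CPM. *Oasl2*, an OAS-like protein, was at 108 ± 88.4 and 37.6 ± 2.29 CPM. The log2 fold change was -1.82 (SE 0.70) for *Oas3*, -2.07 (SE 0.80) for *Mx2* and -1.48 (SE 0.62) for *Oasl2*. *Gvin1* (chromosome 7, 106156556 to 106215326), an IFN-inducible GTPase, was at -1.14 (SE 0.46), and *Ifit1bl2* (chromosome 19, 34617049 to 34640743), of the IFIT family, at -1.38 (SE 0.57). Of the other genes, *Ddx60* was at -1.64, *Dhx58* at -1.66, *Gbp7* at -1.36, *Oas2* at -1.72, *Oasl1* at -1.41 and *Slfn4* at -1.38. Their nominal p lay between 0.0221 and 0.0467 in edgeR, where all 11 had an adjusted p of 0.699, and between 0.00237 and 0.00970 in DESeq2. *Dhx58* and *Oasl1* share exon positions with neighboring genes.
The study chose these genes on these samples, so their camera adjusted p of 4.04e-09 (adjusted p = 0.814 with an estimated correlation) and the 11 of 11 that passed when adjusted over the list alone are not independent evidence. Of 44 other type I IFN-stimulated genes, not taken from the study, 42 were lower in KO tumors. Their median was -0.79, with a camera adjusted p of 3.52e-13 (adjusted p = 0.814 with an estimated correlation), and none passed when adjusted over the list alone. *Ifih1*, the RNA sensor MDA5, was at -0.85 (SE 0.28) and *Samd9l*, an antiviral factor, at -0.73 (SE 0.23). IFN-γ-induced genes were lower in 30 of 30 (median -0.76, camera adjusted p = 2.17e-05, and adjusted p = 0.814 with an estimated correlation), none past the test over the list alone, with *Ciita*, the master regulator of MHC class II genes, at -1.43 (SE 0.63).
The mean log2 CPM of the 11 genes did not separate the genotypes (exact two-sided permutation test, p = 0.161 for 5 against 3 tumors, where the smallest possible p is 0.0179). Without WT tumor 541, the highest of the WT tumors, the median was -0.94 for the 11 genes and -0.41 for the 44. IFN-γ-induced genes were then at -0.29 and lost the call (adjusted p = 0.0885), as they did without KO tumor 543 (-0.53, adjusted p = 0.0630), and they were at -1.61 without KO tumor 544 and at -1.30 with the label prefix as a block. With tumors of label prefix 76 alone the medians were -2.28 and -1.27. Relative to D80 colon, 10 of the 11 genes fell in KO tumors (median -1.37, 11 when adjusted over the list alone), and 1 rose in WT tumors (median 0.99, none over the list alone). The WT colon reference includes mouse 581, whose score (mean log2 CPM) for the 11 genes was 1.48, against 3.83 to 4.09 in the others. The difference between genotypes in this score was 1.17 in D80 colon and -1.20 in tumors (exact permutation test of the difference over libraries, p = 0.0143, adjusted p = 0.200 over the lists). With the mouse as the unit, since 6 mice gave both samples, the exact permutation p was 0.0500 over 40 permutations. Without WT mouse 581 the D80 value was 0.55 (exact permutation p = 0.100 by mouse over 20 permutations). The genes were chosen on these tumors, so neither test is independent evidence. For the type I IFN-stimulated list not taken from the study, the difference between genotypes was 0.64 in D80 colon and -0.68 in tumors (exact permutation p = 0.0242 over libraries, adjusted p = 0.200 over the lists, and 0.0750 by mouse). By mouse the exact permutation p of this list was 0.100 without WT mouse 581 at D80 and 0.0333 without WT tumor 541, which was also the value for the 11 genes without that tumor.

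**Figure D4:**
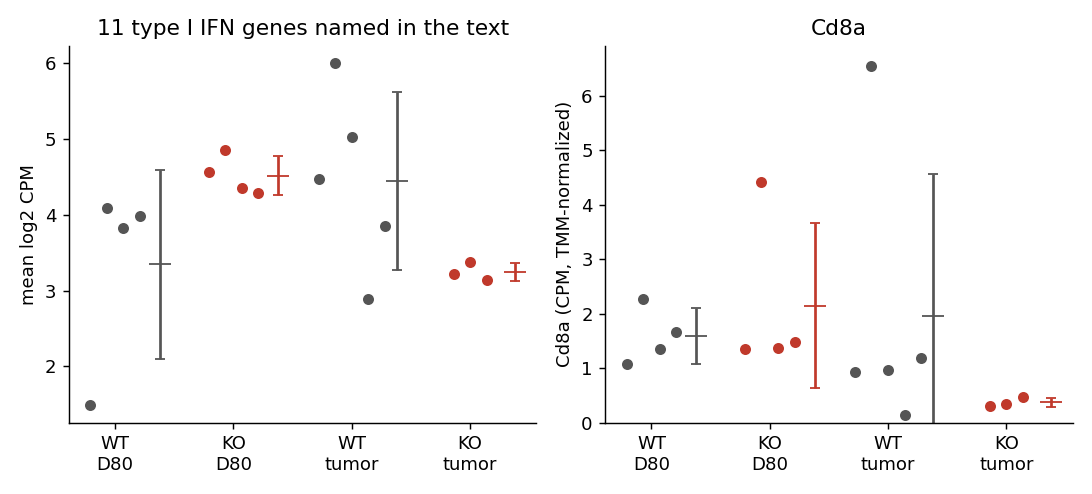
Mean log2 CPM of the 11 type I IFN genes (left, vertical axis) and level of *Cd8a* (right, CPM) in each library of D80 colon and tumor (horizontal axes). Each point is 1 library, gray for WT and red for *Dnase1l3*-KO, with the mean and SD of the group beside it. The *Cd8a* level of the highest WT tumor is 6.56 CPM.

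The paper proposes from the lower level of these genes a blunted type I IFN response in *Dnase1l3*-KO tumors.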

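*Cd8a* (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173), which encodes the CD8α chain of cytotoxic T cells, was at 1.96 ± 2.60 CPM (SD, n = 5) in WT and 0.370 ± 0.0848 CPM (SD, n = 3) in *Dnase1l3*-KO tumors. The log2 fold change was -2.36 (SE 1.05, adjusted p = 0.699 from edgeR). Its unadjusted p was 0.0485 in edgeR and 0.00573 in DESeq2. The WT tumors ranged from 0.131 to 6.56 CPM, the highest in mouse 541, without which the log2 fold change was -1.07. Of 22 T cell genes, 21 were lower in KO tumors, with a median log2 fold change of -0.27 (camera adjusted p = 0.0175, and adjusted p = 0.814 with an estimated correlation), and none passed when adjusted over the list alone. *Cd8b1*, the other CD8 chain, was at -1.84 (SE 1.00), and *Cd28*, a costimulatory receptor, at -1.22 (SE 0.47). Cytotoxic lymphocyte genes were lower in 13 of 15 (median -0.70, camera adjusted p = 0.0678, and adjusted p = 0.861 with an estimated correlation), none past the test over the list alone, with *Prf1*, perforin, at -3.17 (SE 1.27). The T cell list lost the call without WT tumor 541 (-0.16, adjusted p = 0.330), WT tumor 542 (-0.18, adjusted p = 0.135), KO tumor 527 (-0.29, adjusted p = 0.177) or KO tumor 543 (-0.20, adjusted p = 0.184), and with the stricter filter (-0.21, adjusted p = 0.101). It was at -0.47 without WT tumor 579 and at -0.50 without KO tumor 544. The cytotoxic list was at 0.03 without WT tumor 541 (adjusted p = 0.645), and it passed without WT tumor 579 (-0.95), WT tumor 555 (-0.71) or KO tumor 544 (-1.30), with DESeq2 (-0.68), with no filter (-0.69) and with voom weights (-0.65). With the label prefix as a block the T cell list was at -0.65 and the cytotoxic list at -1.17, and both passed. Only prefix 76 holds tumors of both genotypes. This comparison thus rests on WT tumors 541 and 542 and KO tumors 543 and 544.
Between genotypes, 50 genes were higher and 8 lower in KO tumors at a nominal p under 0.01 and a fold change over 2, of 18961 tested, and DESeq2 gave 166 and 51. Among the lower genes that separated the groups was *Mcpt2*, a mucosal mast cell protease, at -1.40 (SE 0.43). Mast cell markers were lower in 8 of 9 (median -0.97, camera adjusted p = 2.40e-05, and adjusted p = 0.814 with an estimated correlation), 2 of them past the test over the list alone. Without WT tumor 534 their median was -0.63. Among the higher genes were *Hoxb6* at 1.68 (SE 0.51) and *Hoxb7* at 1.44 (SE 0.38), homeobox genes, and *Aqp5*, a water channel, at 1.58 (SE 0.44). At an adjusted p under 0.05, edgeR called 0 genes (lowest adjusted p 0.699, and 1254 at an unadjusted p under 0.05) and DESeq2 also 0. The count of 58 was 17 without KO tumor 544, and 472 and 419 without KO tumors 527 and 543. Among fits without a WT tumor it was 25 without 555, 29 without 542 and 35 without 541. Over the alternative fits the count ranged from 0 at the adjusted threshold to 248 without a filter, and it rose with the label prefix as a block.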

Consistently, the numbers of CD3^+^ or CD8^+^ foci were significantly reduced in the colonic tissue from *Dnase1l3*-KO mice at D80 compared with those from WT mice (Figure 4E). 

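In D80 colon, IFN and T cell transcripts were higher in *Dnase1l3*-KO than in WT mice as lists. Lists of other tissues moved as well. Stem cell and Wnt targets had a median of 0.91, fibroblast and matrix genes of 0.86, enteric neuron genes of -0.95 and adipocyte markers of -0.91. In tumors against D80 colon, stem cell and Wnt targets were at 2.14 in WT and 1.31 in KO. Enteric neuron genes were at -3.90 and -3.75 and adipocyte markers at -3.97 and -4.86, while fibroblast and matrix genes were at 0.42 and -0.50. The paper reports more and larger tumors in KO mice after AOM/DSS. Whether tumor tissue or another part of the make-up of the samples accounts for the immune lists was not tested. Type I IFN-stimulated genes were higher in 37 of 44 (median log2 fold change 0.52, camera adjusted p = 4.09e-13, and adjusted p = 0.125 with an estimated correlation), and 9 passed when adjusted over the list alone. *Ifi44*, an IFN-induced gene, was at 1.34 (SE 0.26, adjusted p = 0.681 from edgeR and 0.00829 from DESeq2). *Oas2*, an enzyme that senses double-stranded RNA, was at 1.28 (SE 0.37), and *Oas3* was at 15.0 ± 7.20 CPM in WT and 30.2 ± 8.34 CPM in KO colon (SD, n = 4 each). The 11 IFN genes that the study picked, which are not independent evidence here, were all higher (median 0.91, camera adjusted p = 1.07e-07, and adjusted p = 0.227 with an estimated correlation), and none passed over the list alone. IFN-γ-induced genes were higher in 29 of 30 (median 1.25, camera adjusted p = 3.08e-32, and adjusted p = 0.125 with an estimated correlation), 23 past the test over the list alone. *Ubd*, an IFN-γ-induced ubiquitin-like protein, was at 13.0 ± 4.85 CPM in WT and 47.4 ± 10.6 CPM in KO colon (log2 fold change 1.84, SE 0.29), and *Cxcl9*, a chemokine for T cells, was at 1.90 (SE 0.42).
T cell markers were higher in 21 of 22 (median 0.47, camera adjusted p = 3.87e-07, and adjusted p = 0.239 with an estimated correlation), 1 of them past the test over the list alone. This was *Trdc*, the constant region of the δ chain of the T cell receptor, at 1.65 (SE 0.26, adjusted p = 0.681 from edgeR and 0.00368 from DESeq2). *Cd8a* was at 1.59 ± 0.516 CPM in WT and 2.15 ± 1.51 CPM in KO colon (log2 fold change 0.40, SE 0.45, adjusted p = 0.748 from edgeR). *Cd3e*, a chain of the T cell receptor complex, was at 0.72 (SE 0.44, adjusted p = 0.681). Cytotoxic lymphocyte genes were higher in 13 of 14 (median 0.49, camera adjusted p = 7.13e-05, and adjusted p = 0.192 with an estimated correlation), none past the test over the list alone. *Gzmb*, granzyme B, was at 1.52 ± 0.729 CPM in WT and 3.88 ± 0.981 CPM in KO colon.
As lists, 3 other inflammatory groups were higher as well. Neutrophil markers were higher in 16 of 17 (median 1.55, camera adjusted p = 1.45e-15, and adjusted p = 0.125 with an estimated correlation, 13 over the list alone). Cytokines and chemokines were higher in 21 of 24 (median 1.48, camera adjusted p = 4.53e-16; adjusted p = 0.125, 4 over the list alone), and NF-κB targets in 22 of 23 (median 0.48, camera adjusted p = 5.31e-08; adjusted p = 0.125, 1 over the list alone). WT mouse 581, whose library stood apart, had the lowest score for the 11 IFN genes, and without it these 11 genes were at 0.59, the type I IFN-stimulated list at 0.42, IFN-γ-induced genes at 0.98 and T cell markers at 0.34. With the label prefix as a block, the type I IFN-stimulated list was at 0.26, IFN-γ-induced genes at 0.67, neutrophil markers at 0.83, cytokines and chemokines at 0.64, NF-κB targets at 0.20, the 11 IFN genes at 0.39 and the cytotoxic list at 0.24, while T cell markers were at 0.06 and lost the call (adjusted p = 0.313), as they did with voom weights (0.14, adjusted p = 0.101). The fit with the block gave -0.36 for *Cd8a*, and that without KO mouse 535 gave -0.24. At D80 only prefix 76 holds both genotypes. With the block the comparison of genotypes thus rests on WT mice 541 and 542 and KO mice 543 and 544. By edgeR, 0 of 18899 genes were DEGs at D80 (lowest adjusted p 0.681), while 1049 genes had an unadjusted p under 0.05 and DESeq2 called 28 higher and 9 lower. On data simulated with the spread of the D80 libraries and 200 genes changed, DESeq2 made 54 false calls and edgeR 5. DESeq2 there recovered 70% of the genes changed by a log2 fold of 1.5 and 98% of those changed by 3. The real number of changed genes is not known, so this does not give the share of false genes among the real calls.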

Taken together, these observations indicate that the early-phase activation of proinflammatory responses in the colon of *Dnase1l3*-KO mice is followed by a dysfunctional late-phase antitumor immune response characterized by reduced type I IFN signaling and a reduced number of infiltrating cytotoxic T cells (25, 26).

### Dnase1l3 deficiency promotes tumor progression and impairs activity of cDCs in a syngenic tumor model.

To further elucidate how an early-phase activation of proinflammatory responses leads to a late-phase reduction of antitumor immunity in the colon of *Dnase1l3*-KO mice, we established a syngenic colon tumor model by s.c. injecting MC38 murine colon cancer cells into *Dnase1l3* WT and *Dnase1l3-*KO mice. *Dnase1l3*-KO mice developed significantly larger tumors after 18–21 days (Figure 5, A–C, and Supplemental Figure 6), indicating that *Dnase1l3* deficiency in host cells, but not tumor cells, enhances tumor growth. Given that *Dnase1l3* is highly expressed in cDCs (6, 7, 18), these observations further suggest that the transition from the early phase of proinflammatory effect to the late phase of immune-suppressive antitumor state in *Dnase1l3*-KO mice may be mediated by immune cells, particularly cDCs, in the tumor microenvironment.

To test this hypothesis, we carried out single-cell RNA-Seq (scRNA-Seq) analyses of DCs (live CD11c^+^CD26^+^CD45^+^CD88^–^F4/80^–^Ly-6G^–^MHC-II^+^) in MC38 tumors from *Dnase1l3* WT and *Dnase1l3-*KO mice (Supplemental Figure 7A). Clustering analysis of all sequenced DCs identified 14 clusters that could be further functionally annotated into 2 major cDC subtypes, cDC1 and cDC2, and minor contamination of pDCs (Figure 5, D and E, and Supplemental Table 3). cDC1 represented a small fraction among cDCs in the tumors from both WT and *Dnase1l3*-KO mice, and tumors from *Dnase1l3*-KO mice contained an increased proportion of cDC1 compared with those from WT mice (Figure 5, D and E, and Supplemental Table 3; cluster 6, 8, and 13). However, DEG analysis of all intratumoral cDC1 (combined from above 3 clusters) showed that cDC1 from *Dnase1l3*-KO mice displayed only significantly reduced genes compared with those from WT mice (Supplemental Table 4). Further Gene Ontology (GO) and pathway enrichment analyses revealed that these genes were enriched with gene sets associated with antigen processing and presentation as well as protein translation and expression (Supplemental Figure 7B). These observations suggest that cDC1 in the tumors from *Dnase1l3*-KO mice might not be fully functional to activate T cells.

The cluster 3 cDC2 was the most dramatically reduced cDC2 cluster in MC38 tumors from *Dnase1l3*-KO mice (16.75% of total cells from WT compared with 5.8% of total cells from *Dnase1l3*-KO mice) (Figure 5, D and F, and Supplemental Table 3). These cDC2 displayed a unique gene expression profile with low levels of *Itgax* (Cd11c), cDC1 marker *Xcr1*, and cDC2 markers including *Itgam* (Cd11b) and *Sirpa* (*Cd172*) (Supplemental Figure 7C); hence, they could be CD11b^lo^CD172^lo^ but moderate to high levels of chemokines and cytokines, such as *Ccl5*, *Ccr7*, *Cxcl10*, *Ifi205*, and *S100a4* (Figure 5G). These cDC2 resemble a skin-specific cDC subset called double-negative (XCR1^lo^CD11b^lo^) cDC2, although skin CD11b^lo^ cDC2 express *Sirpa* at a high level (27). cDC2 in cluster 3 also expressed high levels of MHC class I genes, such as *H2-D1* and *H2-K1*, and *B2m*-encoding MHC-I–associating molecule b2 microglobulin (Supplemental Figure 7D) as well as MHC class II genes such as *H2-Aa*, *H2-Ab1*, *H2-DMb1*, *H2-Eb1*, and *Cd74* (Supplemental Figure 7E), suggesting their potential role in stimulating CD8^+^ and CD4^+^ T cells. Moreover, gene set variation analysis (GSVA) indicated that the cluster 3 cells displayed the most notable alterations between KO and WT in transcriptional profiles among all clusters (Supplemental Figure 7F). Specifically, cluster 3 cDC2 isolated from MC38 tumors in *Dnase1l3*-KO mice had decreased GSVA scores in gene sets associated with proteasome, graft-host interaction, autoimmune diseases, and antigen processing and presentation, compared with those from WT mice (Supplemental Figure 7F; cDC2, cDC3). The top downregulated genes included chemokines/cytokines *Ccl5*, *Ccr7*, and *Cxcl10* (Figure 5G) and activation markers *Marcksl1*, *H2-DMb2*, *Cd63*, and *Cd86* (Figure 5H). These observations indicate that tumors in *Dnase1l3*-KO mice contain a reduced abundance of a special set of active cDC2 compared with those from WT mice, and these special cDC2 are potentially important to activate antitumor T cells.

Consistent with our observations from scRNA-Seq analysis, when characterizing the infiltrating innate immune cells in the draining lymph nodes (dLNs) and early tumors (10 days after inoculation) from tumor-bearing mice by flow cytometry analyses (Supplemental Figure 8A), we found that tumors isolated from *Dnase1l3*-KO mice had reduced abundance of CD86^+^CD11b^+^ cDC2 compared with tumors in WT mice (Figure 5I). The intratumoral levels of total cDCs and XCR1^+^ cDC1 were comparable between *Dnase1l3*-KO and WT mice (Supplemental Figure 8, B and C). However, relatively few XCR1^+^ cDC1 in dLNs of KO mice expressed the immune activation marker PD-L1 (28), compared with their counterparts in WT mice (Figure 5J). These data suggest that the enhanced tumor growth in *Dnase1l3*-deficient mice might be a result of impaired DC function and consequent reduction in cytotoxic CD8^+^ and CD4^+^ T cells in dLNs and tumors.

### Dnase1l3 deficiency alters cytotoxic T cells in mice and in vitro.

In support of the notion that the enhanced tumor growth in *Dnase1l3*-deficient mice might be a result of impaired DC-mediated activation of cytotoxic T cells, scRNA-Seq analysis of the CD45^+^ cells in MC38 tumors (Supplemental Figure 9A) revealed that tumors from KO mice were enriched with dysregulated cytotoxic T cells compared with those from WT mice (Supplemental Figure 9B and Supplemental Table 4). Among 20 CD45^+^ immune cells clusters, cluster 13 (GZMB^+^CD8^+^ T cells) displayed the biggest reduction in MC38 tumors from *Dnase1l3*-KO mice compared with those from WT mice; 2.63% of total cells were from WT, while 1.57% of total cells were from *Dnase1l3*-KO mice (Supplemental Table 4). In addition to a reduction in cellular abundance, GSVA revealed that the top significantly upregulated gene set in this cluster of GZMB^+^CD8^+^ T cells from MC38 tumors in *Dnase1l3*-KO mice was “Primary immunodeficiency” compared with those from WT mice (Supplemental Figure 9C; CD8, cluster 13), suggesting that they are also dysfunctional. Further DEG analysis of all 3 clusters of CD8^+^ T cells (cluster 7, 12, and 13) showed that, compared with those in WT mice, CD8^+^ T cells from MC38 tumors in *Dnase1l3*-KO mice had a significant reduction in numerous genes involved in regulation of stress response, immune response, protein quality control, and apoptosis/cell death (Figure 6A and Supplemental Table 6). The expression of many genes mediating innate immune function, protein degradation, and programmed cell death — such as lysozyme M *Lyz2*, ubiquitin *Ubb*, and 2 subunits of calprotectin, *S100a8* and *S100a9* (29) — were among the most downregulated genes in CD8^+^ T cells from MC38 tumors in *Dnase1l3*-KO mice (Figure 6B). However, CD8^+^ T cells from MC38 tumors in *Dnase1l3*-KO mice also had significantly higher expression of several genes important in T cell activation, differentiation, and immunodeficiency (Supplemental Figure 9D and Supplemental Table 6).

To validate observations from scRNA-Seq analysis of intratumoral CD45^+^ immune cells, we analyzed infiltrating immune cells in the early tumors and dLNs (10–14 days after inoculation) from tumor-bearing mice by flow cytometry (Supplemental Figure 10A). Consistent with the scRNA-Seq results, MC38 tumors in *Dnase1l3*-KO mice displayed a significant reduction of GZMB^+^CD8^+^CD44^hi^ T cells compared with those from WT mice (Figure 6C), and they displayed with a trend of reduction in total CD45^+^ immune cells and CD8^+^ T cells (Supplemental Figure 10B). In the dLNs, tumor-bearing *Dnase1l3*-KO mice had fewer CD8^+^ T cells and activated GZMB^+^CD4^+^ T cells compared with WT mice (Figure 6D and Supplemental Figure 10C). Subsequent quantitative PCR (qPCR) analysis of CD45^+^ lymphocytes isolated from the dLNs showed that the expression of many upregulated immune genes in intratumoral T cells identified by scRNA-Seq (Supplemental Figure 9D) were significantly reduced or unchanged (but not upregulated) in immune cells from tumor-bearing *Dnase1l3*-KO mice (Figure 6E and Supplemental Figure 10D). Together, these observations indicate that *Dnase1l3* deficiency alters cytotoxic T cells in dLNs and in the tumor microenvironment.

To directly test whether the observed dysregulation of cytotoxic T cells in *Dnase1l3*-KO mice is indeed caused by *Dnase1l3* deficiency in DCs, we performed an in vitro cell culture experiment in which DCs isolated from WT or *Dnase1l3-*KO mice were cocultured with untreated or oxaliplatin-treated (Oxa-treated) apoptotic MC38 cells overexpressing ovalbumin (MC38-OVA). Apoptotic MC38-OVA cells were tested because DNASE1L3 is known to digest DNA encapsulated in microparticles released from cells upon stress or death (5, 6). Naive CD8^+^ T cells isolated from OT-I mice, which can specifically recognize OVA expressed by MC38-OVA cells, were then added to these MC38-OVA “elicited” WT or *Dnase1l3-*KO DCs to analyze their impacts on the proliferation and activation of naive OT-I CD8^+^ T cells (Figure 6F). Both WT and *Dnase1l3-*KO DCs cocultured with apoptotic (Oxa) MC38-OVA had an enhanced ability to promote the proliferation of OT-I CD8^+^ T cells compared with those cocultured with untreated MC38-OVA, as revealed by the marked reduction of the CFSE fluorescence intensities of OT-I CD8^+^ T cells (Figure 6G, left). The ability of *Dnase1l3-*KO DCs to induce the expression of activation marker CD44 was also comparable with that of WT DCs in both conditions (Figure 6G, right). Further qPCR analysis revealed that *Dnase1l3-*KO DCs cocultured with apoptotic MC38-OVA exhibited a reduced ability to alter the expression of several genes involved in activation and/or modulation of T cells (Figure 6H). In particular, the mRNA levels of *Lyz2* and *S100a9*, 2 top downregulated genes in CD8^+^ T cells from syngenic MC38 tumor in KO mice (Figure 6A and Supplemental Table 6), were dramatically induced in OT-I CD8^+^ T cells cocultured with WT DCs loaded with the apoptotic MC38-OVA (Figure 6H). This induction was significantly blunted in OT-I CD8^+^ T cells cocultured with KO DCs loaded with the apoptotic MC38-OVA (Figure 6H). Given the importance of calprotectin (S100a8 and S100a9 heterodimer) in induction of autophagy and apoptosis (29, 30), this observation suggests that *Dnase1l3* deficiency in DCs could directly affect the tumor-killing ability of cytotoxic T cells. Collectively, our analyses indicate that tumors in *Dnase1l3*-KO mice have fewer active CD11b^lo^CD172^lo^ cDC2 compared with *Dnase1l3* WT mice, and this deficiency is associated with dysregulation of cytotoxic T cells in *Dnase1l3*-KO tumors. These immune defects in *Dnase1l3*-KO mice and DCs may directly contribute to impaired antitumor immunity, resulting in increased tumor growth and progression.

## Discussion

Despite a well-established causal relationship between *Dnase1l3* deficiency and autoimmune diseases (6, 7, 11, 17, 31, 32), little is known about the link between *Dnase1l3* deficiency, antitumor immunity, and tumorigenesis/tumor progression. In the present study, we identified the reduced expression of *DNASE1L3* as a potential biomarker for poor prognosis and reduced tumor immune infiltration in multiple human cancers through bioinformatics analyses of TCGA data sets (Figure 1 and Supplemental Figure 1), and this observation was recently confirmed by another bioinformatics study performed in CRC (33). We went beyond these observed associations and provided the first genetic evidence to our knowledge for the tumor-suppressor role of DNASE1L3 using *Dnase1l3*-KO mice. Importantly, in contrast to recent studies that proposed that DNASE1L3 suppresses tumor growth via cancer cell–autonomous mechanisms such as increasing apoptosis, modulating glycolysis, or decreasing migration using epithelial cancer cells with artificially overexpressed DNASE1L3 (33, 34), we demonstrate that *Dnase1l3* deficiency in the tumor microenvironment rather than in tumor cells is sufficient to induce tumor growth and impair antitumor immunity. Specifically, we show that downregulation of *DNASE1L3* in cancer, observed by others and in the present study, stems from specific downregulation of this gene in DCs (Figure 1C and Supplemental Figure 1C), the main cell type that physiologically expresses *DNASE1L3*. Moreover, in the AOM/DSS CRC model, *Dnase1l3* deficiency exacerbated early-phase inflammation that was associated with diminished type I IFN response, and this further led to reduced T cell accumulation and enhanced tumor formation at the later stage (Figure 3 and Supplemental Figure 5). Our syngenic MC38 tumor experiments, performed in immunocompetent *Dnase1l3*-KO mice, further demonstrated that deletion of *Dnase1l3* in the recipient microenvironment rather than in the s.c. grafted epithelial tumor cells, promotes tumor growth, decreases activation of cDC1 and cDC2, and diminishes the abundance and function of cytotoxic T cells in tumors (Figures 5 and 6 and Supplemental Figure 6).

Intriguingly, in a MC38 syngenic tumor model, a unique CD11b^lo^CD172^lo^ subset of cDC2 (cluster 3 in Figure 6, A and C) was profoundly reduced in the tumors of *Dnase1l3*-deficient mice. cDC1 are known to activate cytotoxic CD8^+^ T cells by their superior ability of cross-presentation, but cDC2 are also able to activate CD8^+^ T cells in addition to CD4^+^ T cells (35). It has been recently reported that CD11b^lo^CD172^+^ cDC2 in normal skin stimulates differentiation of type 2 Th cells (27). Our study suggests that CD11b^lo^CD172^lo^ cDC2 in tumors might play important roles for activation of CD4^+^ and CD8^+^ cytotoxic T cells, and reduction of those cDCs might be reflected by tumor progression in *Dnase1l3*-deficient mice. It will be of great interest to further investigate the role of DNASE1L3 on cDC function in future studies.

Monocytes and macrophages play an important role in control of tumor growth and progression. The expression of markers of monocytes/macrophages were induced in tumors in both WT and *Dnase1l3*-deficient mice in the AOM/DSS CRC model (Figure 4C), but proinflammatory cytokines produced by those cells were not sufficient to suppress tumor progression in *Dnase1l3*-KO mice (Figure 3). GSVA of all genes from scRNA-Seq analysis of CD45^+^ immune cells in MC38 tumors (Supplemental Figure 9C, Mono) suggests that this is possibly due to the functional impairment of these cells after inactivation of *Dnase1l3*. Specifically, among all sequenced cell clusters, monocytes from tumors in *Dnase1l3*-KO mice displayed the most significant alterations at the transcriptional level and had decreased GSVA scores in gene sets associated with pathways involved in drug metabolism and DNA repair and recombination (Supplemental Figure 9C, Mono). Intriguingly, these cells also had transcriptional upregulation of genes involved in antigen processing and presentation as well as calcium signaling and membrane potential (LTP) (Supplemental Figure 9C, Mono). Further understanding of DNASE1L3-mediated regulation of monocytes/macrophages will help to elucidate the full picture of the role played by this unique DNASE in antitumor immunity.

Our study has several important clinical implications. First, the antitumor role of DNASE1L3 in CRC development uncovered in our study has implications in inflammatory bowel disease (IBD) or colon cancer treatment in the clinic; the antitumor role of DNASE1L3 suggests that DNASE1L3 protein or a *DNASE1L3*-carrying vector may be considered as a potential therapeutic tool to help colon recovery or improve colon cancer therapy. Second, our bioinformatic analysis of cancer patients indicates that DNASE1L3 could be evaluated as a predictive biomarker for risk and prognosis of various human cancers, and this is also supported by 2 recent studies (33, 36).

In summary, our study uncovers direct involvement of DNASE1L3 in promoting tissue recovery after DNA damages and activation of cDCs and cytotoxic CD8^+^ T cells in the tumor microenvironment and highlights the importance of this enzyme in activation of antitumor immunity and suppression of tumor progression. Our findings further suggest that restoration of DNASE1L3 activity may represent a potential therapeutic approach for anticancer therapy.

## Methods

Supplemental Methods are available online with this article.

### Animal experiments

All mice were maintained at the NIEHS animal facility under strict specific pathogen–free conditions and housed in microisolator static cages (Techniplast) with autoclaved nesting material (Nestlet; Ancare Corp.) and on hardwood bedding (Sani-Chips; P.J. Murphy).

For the chronic inflammation-related colon cancer model (AOM/DSS-colon cancer model), 3-month-old *Dnase1l3* WT (*Dnase1l3^+/+^)* and KO (*Dnase1l3^–/–^)* mice on the C57BL/6 background were injected with AOM (8 mg/kg, body weight). One week later, mice were challenged with 2.5% DSS water for 7 days, followed by a 14-day recovery with regular drinking water for 3 cycles. Body weight, rectal bleeding, and diarrhea were monitored during the entire experiment. Mice with more than 25% weight loss were removed during the experiment.

Additional humane endpoints for the removal of experimental animals on AOM/DSS model include the following. Any 3 of the clinical signs in Category A or any 1 clinical sign in category B will result in the immediate euthanasia of that animal. Category A includes ruffled hair coat, hunched posture, lethargy, weight loss of 20%, rectal prolapse greater than 2 mm, pale extremities, and bloating. Category B includes weight loss of greater than or equal to 25% that does not improve or stabilize in 24 hours of close observation, inability to move about the cage, inability to right itself, labored breathing, rectal prolapse greater than 5 mm, and rectal bleeding score of 3. Diarrhea, mild rectal prolapse (2 mm or less), and mild rectal bleeding (score of 1 or 2) were expected with this model and were not used as criteria for removal.

We also worked with NIEHS veterinarian medicine staffs (VMS) and established appropriate supplemental care for the close monitoring of the procedures and animals. For example, during DSS-treatment, some mice were given food mash (NIH-31 from Harlan Laboratories) prepared with DSS-water. During the water rest period, which was a 14-day recovery period during which mice were given regular drinking water, mice were given normal food mash every day.

For the AOM model, 2-month-old *Dnase1l3* WT and *Dnase1l3-*KO mice were injected i.p. with AOM (8 mg/kg, body weight). Colon tissues were isolated 9 hours or 5 days after injection.

For the doxorubicin model, 2-month-old *Dnase1l3* WT and KO mice were injected i.p. with doxorubicin (10 mg/kg, body weight). Intestine was isolated 12 hours, 3 days, or 5 days after the injection.

For the syngenic MC38 cancer model, we performed analysis at 2 time points — early and late. For the late time point experiment, 8- to 12-week-old *Dnase1l3* WT and *Dnase1l3-*KO mice were injected s.c. with 1.0 × 10^5^ MC38 cells into each flank. Mice were monitored twice weekly for 21 days. Tumor length and width were measured by caliper, and tumor volume was calculated using the formula V = length × width^2^/2. Mice were sacrificed at day 21 after the injection of the tumor cells or when their total tumor volume reached the volume of 2,000 mm^3^. The experiments were independently performed 5 times in both male and female mice by 2 different researchers during this study, and consistent results were obtained. For the early time point, 8- to 12-week-old female WT and KO mice were the injected s.c. with 2.5 to 5.0 × 10^5^ MC38 cells into the back. Mice were monitored twice weekly for tumor growth and health status. Mice were sacrificed at day 10 or 14 for the analysis of the immune cell populations in tumors and tumor draining lymph nodes.

The group size in each experiment was designed to provide 80% or 90% power (dependent on different experimental outcomes in different mouse strains) to detect the expected magnitude of changes. Animals were randomly allocated into experimental groups to minimize the potential litter/cage effect. During each procedure, WT and KO animals were also treated and harvested in an alternating order to control possible confounding issues. The researchers were not blinded to animal genotypes and treatments during all stages of experiments and data analysis.

### RNA extraction and qPCR

RNA was extracted from tissue using RNeasy Mini kit (Qiagen) according to manufacturer protocol. In total, 1 mg RNA was reverse transcribed using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). qPCR was performed using iQ SYBR Green Supermix (Bio-Rad) on CFX96 real-time PCR instrument (Bio-Rad). Relative mRNA levels were normalized with Lamin A. Fold difference was determined by 2^–ΔΔCT^ method. Sequences of qPCR primers can be found in Supplemental Table 7.

### RNA-Seq analysis of colon tissues and colorectal tumors in mice under the AOM/DSS procedure

RNA was extracted from the whole colon tissue of *Dnase1l3* WT and *Dnase1l3-*KO mice at basal condition (D0), after 1 cycle of AOM/DSS (D19), after 3 cycles of AOM/DSS (D80), and from final tumors from *Dnase1l3* WT and *Dnase1l3-*KO mice during the AOM/DSS procedure. For each group, 3–5 samples were used. Comparisons were carried out between the 2 genotypes for each group. RNA was extracted using RNeasy mini kit (QIAGEN) and was of sufficient quality. Single-ended (75 bp) sequencing was carried out in house using Illumina NextSeq 500 to at least 30 million reads per sample. The quality of reads was evaluated using FastQC (v0.11.5). Reads were aligned using STAR (version 020201) (37). The STAR index was built using mouse genome (mm10, GENCODE release vM25). Transcript expression was quantified using the subread package (38) (version 1.6.2) to generate raw counts for 55,293 genes. Lastly, a variance-stabilizing transformation was applied to raw counts from all genes using the DESeq2 (39) software (version 1.30.0) in R to identify DEGs, assuming a negative binomial distribution for count values. A gene was considered differentially expressed when its adjusted *P* < 0.05 and fold change > 2.0. For tumor samples, DEGs were declared with nominal *P* < 0.01 (without adjusting for multiple comparisons) and fold change > 2.0. Gene set enrichment analysis (GSEA) was carried out using DAVID (40) and gProfiler (https://biit.cs.ut.ee/gprofiler/gost).

### Flow cytometric analysis and sorting

Cells were diluted to 0.5 × 10^6^/100 μL to 1 × 10^6^/100 μL and incubated with a nonspecific binding blocking reagent cocktail of anti–mouse CD16/CD32 antibody (2.4G2) (10% culture supernatant), 5% normal mouse, and 5% rat serum (Jackson ImmunoResearch) (41). For DC analysis, cell surface antigens were stained with following fluorochrome-conjugated antibodies obtained from BD Biosciences (BD), BioLegend (BL), or eBioscience/Thermo Fisher Scientific (eBio) on ice for 30 minutes. Biotin anti–mouse CD3e (145-2C11, BD, 553060), BUV395 anti–mouse CD11b (M1/70, BD, 563553), PerCP-Cy5.5 anti–mouse CD11c (N418, eBio, 45-0114-82), biotin anti–mouse CD19 (6D5, BL, 115504), BV510 anti–mouse CD45.2 (104, BL, 109867), FITC anti–mouse CD86 (GL1, BD, 561962), PE anti–mouse CD88 (20/70, BL, 135806), eFluor450 anti–mouse MHC class II I-Ab (AF6-120.1, eBio, 48-5320-82), BV711 anti–mouse PD-L1 (10F.9G2, BL, 124319), and Alexa Fluor 647 anti–mouse XCR1 (ZET, BL, 148214). Biotinylated antibodies were followed by PE-Dazzle594–conjugated streptavidin (BL, 405247). Stained cells were fixed by 1% paraformaldehyde. For T cell analysis, cell surface antigens were stained with following fluorochrome-conjugated antibodies: BUV395 anti–mouse CD4 (RM4-5, BD, 740208), BV510 anti–mouse CD8α (53-6.7, BD, 563030), biotin anti–mouse CD44 (1M7, BD, 553132), APC anti–mouse CD62L (MEL-14, eBio, 17-0621-81), BV711 anti–mouse PD-1 (29F.1A12, BL, 135231), PE anti–mouse TCR Cβ (H57-597, BD, 553172), APC anti–mouse CD62L (MEL-14, eBio, 17-0621-81), BV711 rat IgG2a (RTK2758, BL, 400551), and FITC rat IgG2a (R35-95, BD, 554688). Dead cells stained with eFluor780-conjugated Live/Dead dye (eBio, 65-0865-18). Biotinylated antibodies were followed by PerCP-Cy5.5–conjugated streptavidin (BD, 551419). For staining intracellular proteins in T cells, cells were fixed and permeabilized using a kit (eBio, 00-5521) according to manufacturer instruction then stained with eFluor450 anti–mouse Foxp3 (FJK-16s, eBio, 48-5773-80) and FITC anti–mouse granzyme B (GZMB) (QA16A02, BL, 372205). Stained cells were analyzed on LSR-Fortessa flow cytometer (BD), and the data were analyzed using FACS Diva (BD) and FlowJo (Tree Star Inc.) software. Only single cells were analyzed, and dead cells were excluded from analysis. Gating strategies used for differentiating the immune cell populations are shown in Supplemental Table 8, and all antibodies used in this study can be found in Supplemental Table 9.

### Single-cell RNA-Seq (scRNA-Seq) analysis of tumor-associated DCs and CD45+ immune cells

#### Isolation of DCs and T cells for scRNA-Seq analysis.

MC38 tumor cell line was s.c. injected into mouse flanks (5 × 10^5^ each side), and tumors were excised from euthanized mice without skin, lymph nodes, or connective tissues 10 days after the injection. Minced tumors were digested with Liberase TM (100 μg/mL) (Roche), Collagenase XI (250 μg/mL), Hyaluronidase (1 mg/mL), and DNase I (200 μg/mL) (Sigma-Aldrich) for 30 minutes at 37°C (41). The reaction was stopped by the addition of EDTA (20 mM final concentration). A single-cell suspension was prepared by sieving the digested tissue through a 70 μm nylon strainer (BD Biosciences). DCs and T cells were enriched by double-gradient centrifugation at 455*g* for 20 minutes at room temperature using 14.5% Nycodenz (Accurate Chemical) (low density for DCs) and Histopaque 1083 (MilliporeSigma) (high density for T cells). Cells were collected from each interface and then washed with PBS containing 0.5% BSA (Sigma-Aldrich) and 2 mM EDTA (Sigma-Aldrich).

#### scRNA-Seq of tumor-associated DCs and CD45^+^ immune cells.

Tumor-associated DCs and total leukocytes were isolated and enriched as described above. Cell surface antigens were stained with following fluorochrome-conjugated antibodies together with eFluor780-conjugated Live/Dead dye (Thermo Fisher Scientific). PerCP-Cy5.5 anti–mouse CD11c (N418, eBio, 45-0114-82), APC anti–mouse CD26 (H194-112, BL, 137807), BV711 anti–mouse CD45.2 (104, BL, 137807), PE anti–mouse CD88 (20/70, BL, 135806), PE-Dazzle594 anti–mouse F4/80 (BM8, BL, 123146), eFluor450 anti–mouse MHC class-II I-Ab (AF6-120.1, eBio, 48-5320-82), and BV510 anti–mouse Ly-6G (1A8, BL, 127633) were used. Among stained cells, cDCs (CD11c^+^CD26^+^CD45.2^+^CD88^–^F4/80^–^I-A^+^Ly-6G^–^Live/Dead^–^) or leukocytes (CD45.2^+^Live/Dead^–^) were purified using a cell sorter FACS ARIA-II (BD Biosciences). The cells were counted and examined for viability using a TC-20 cell counter (Bio-Rad). About 8,000–9,900 live cells at 2 × 10^5^ cells/mL concentration with 70% or higher viability were loaded into the Single Cell Ship, and were then followed by formation of single-cell emulsion in Chromium Single Cell Controller using Chromium Single Cell 3′ Library & Gel Bead Kit v3.1 (10x Genomics). The mRNA reverse transcription, cDNA generation and amplification, and single-cell gene expression library construction were carried out according to the protocols provided by the manufacture. The libraries were then sequenced by the NIEHS Epigenomics and DNA Sequencing Core Laboratory on NovaSeq 6000 (Illumina) with paired-end sequencing (Read 1: 28 bases; Read 2: 90 bases). In total, 8.7 × 10^8^ reads were obtained for the 4 samples.

#### scRNA-Seq data processing.

Raw sequencing data were demultiplexed, aligned, and counted with Cell Ranger pipelines (10x Genomics). First, we used cellranger *mkfastq* command to generate FASTQ files. Then, we extracted expression data at a single-cell resolution using cellranger command *count*. Lastly, we used cellranger *aggr* to combine sequencing data from multiple libraries with mapped sequencing depth. We obtained 4 expression files for cDC and CD45^+^ populations isolated from *Dnase1l3*-KO and WT mice.

#### Clustering of scRNA-Seq data.

R package Seurat 4.0 (42) was used for gene and cell filtering, expression normalization, principal component analysis (PCA), variable gene finding, clustering analysis, and UMAP analysis. Analyses were performed with default parameters unless specified otherwise. First, the 4 gene-by-cell expression data matrices from the aggregated library were imported separately to create 4 Seurat objects. Based on visual inspection, we filtered out cells using the following criteria: (a) cells expressed < 200 or > 5,000 genes; (b) cell counts were > 25,000; and (c) proportions of mitochondrial gene expression in cells were larger than 10%. Data were then log-transformed (log_2_[transcripts per million (TPM)+1]) for subsequent analysis. PCA was performed for dimension reduction using the top 2,000 most variable features. We then did a cell cycle analysis to further filter out variations that are not related to the underlying biology. We acquired both S phase genes and G2/M phase genes and assigned cell cycle scores by using the *CellCycleScoring* function. We subtracted (regressed out) this source of heterogeneity from the data by using the *ScaleData* function with variables to regress using both calculated S and G2/M cell cycle scores. To combine WT and KO data sets, we first selected features that were repeatedly variable across WT and KO data sets for cDCs and CD45^+^ cells separately, using the *SelectIntegrationFeatures* function. We then identified anchors using the *FindIntegrationAnchors* function, which takes both WT and KO Seurat objects as input, and we used these anchors to integrate the 2 data sets with *IntegrateData* function. We ran the standard workflow for the visualization and clustering as follows: We (a) used *ScaleData* function on the integrated data; (b) performed PCA using the *RunPCA* function with 30 PCs; (c) used *RunUMAP* with PCA reduction with the first 30 PCs; (d) calculated nearest neighbors by using the *FindNeighbors* function with the selected 30 PCs; and (e) identified clusters for each data set by using the *FindClusters* function with resolution of 0.5. For cluster analysis, *FindNeighbors* function with the first 10 principal components was used for clustering analysis. We also performed differential gene expression analyses using 2-tailed Student’s *t* test (*t.test* function in R) between the WT and KO cells in each cluster. We then adjusted for multiple testing by the FDR method (*p.adjust* function with ‘*fdr’* in R). Marker gene expression levels in different conditions were visualized with the R package *ggplot2* violin plots.

#### GSVA of scRNA-Seq data sets.

GSVA was performed using the GSVA R package (43) in R3.6.1 on gene expression counts from tumor-associated DCs or CD45^+^ immune cells isolated from WT and *Dnase1l3^–/–^* mice without background genes. Gene sets were sourced from MSigDB 7.2 (www.gsea-msigdb.org) and TRANSFAC 7.0. We used output from GSVA to fit a linear model using the “lmFit” function and used the “eBayes” function from the limma R package (44) to compute moderated t-statistics, moderated F-statistic, and log-odds of differential expression by empirical Bayes moderation. Resulting *P* values were corrected by Benjamini-Hochberg (BH) for multiple comparisons.

### In vitro OT-I CD8+ T cell proliferation and activation induced by MC38-OVA loaded WT or Dnase1l3-KO DCs

MC38-OVA were cultured in regular complete DMEM and were then treated with or without 400 μM Oxa for 24 hours to induce apoptosis. Spleens from WT or *Dnase1l3*-KO mice were digested, and splenocytes were purified by gradient centrifugation (455*g* for 20 minutes at room temperature) with 14.5% Nycodenz. WT or *Dnase1l3*-KO DCs were then enriched from purified splenocytes using MACS bead–conjugated anti-CD11c (Miltenyi Biotec) and AutoMACS (program possel-s; Miltenyi Biotec). Oxa-treated apoptotic MC38-OVA cells and untreated MC38-OVA cells (1 × 10^6^) were washed and mixed with 1 × 10^6^ WT or *Dnase1l3*-KO DCs and incubated for 4 hours; then, MC38-OVA and DC culture were irradiated with 30 Gy γ-ray to stop the growth of MC38-OVA cells and to minimize DC numbers in the subsequent T cell analysis. DCs were washed and resuspended in cRPMI-10 medium at 5 × 10^5^/mL.

Naive CD8^+^ T cells were purified from skin-draining LNs, mesenteric LNs (MLNs), and spleens from naive OT-I mice (The Jackson Laboratory, 003831) using antibody cocktail (anti-CD4, -CD11b, -CD11c, -CD16/32, -CD19, -CD25, -CD44, -B220, -CD49b, -Ly6C/G, –I-Ab, and -TER119) and AutoMACS (program depl 025). Naive CD8^+^ T cells were then labeled with 3 μM CFSE (Thermo Fisher Scientific) at 37°C for 15 minutes and then resuspend in cRPMI-10 at 1 × 10^6^/mL. Finally, 1 × 10^5^ CFSE-labeled OT-I CD8^+^ T cells (100 μL) and 5 × 10^4^ DCs cocultured with apoptotic MC38-OVA from above steps (100 μL) were added into a 96-well U-bottom plate, incubated at 37°C for 48 hours. Final coincubated OT-I CD8^+^ T cells were stained with CD44 antibody and Live/Dead dye and were analyzed by flow cytometry, or they were directly subjected to qPCR analysis.

### Statistics

Values are expressed as mean ± SEM from at least 3 independent experiments or biological replicates. Significant differences between the means with 2 comparison groups were analyzed by the 2-tailed, unpaired, nonparametric Mann-Whitney *U* test (sample size < 4) or 2-tailed Student’s *t* test (sample size < 4) (45). Significant differences between the means with more than 2 comparison groups were analyzed by 2-way ANOVA, with adjustments for multiple comparisons using Tukey’s HSD. For all comparisons, differences were considered significant at *P* < 0.05. For qPCR analysis in Figure 4C, outliers that fell below Q1 − 3.0 × IQR or above Q3 + 3.0 × IQR were removed. No samples were excluded from other data analyses.

Data processing and analysis of RNA-Seq and scRNA-Seq data were described in above. Software and algorithms used in this study for data analysis are included in Supplemental Table 10.

### Study approval

All animal experiments were designed and conducted in accordance with guidelines of NIEHS/NIH Animal Care and Use Committee under the Animal Study Proposal no. ASP2018-0018.

### Data availability

The Gene Expression Omnibus (GEO) accession no. for the bulk RNA-Seq data set generated with colonic tissues or tumors from WT and *Dnase1l3*-KO mice under the AOM/DSS procedure at different time points is GSE196077. The GEO accession no. for scRNA-Seq data sets generated with tumor-associated DCs or CD45^+^ immune cells from MC38 tumors on WT and *Danse1l3*-KO mice is GSE196054. The publicly available TCGA database used in this study is available from https://gdac.broadinstitute.org/ Additional information about DEGs and gene clusters in the bulk RNA-Seq data set is included in Supplemental Tables 1 and 2. The scRNA-Seq results on immune cell clusters and DEGs are in Supplemental Tables 3–6. All oligos used in the study are listed in Supplemental Table 7. The gating strategies for flow cytometric analysis of the immune cell populations are listed in Supplemental Table 8. All antibodies used in the study are listed in Supplemental Table 9. Software and algorithms used in this study for data analysis are included in Supplemental Table 10. The raw data of all figures are included in the Supporting Data Values file. Unedited immunoblots for Figure 4D are provided as a supplementary file (Full unedited gel for Figure 4D).

## Author contributions

LL conceived the project and designed the study. WL carried out most of the experiments, with help from PS, WF, FZ, and PWK. HN and KN performed the scRNA-Seq, the flow cytometry analysis, and the in vitro coculture experimentm with help from XX and WF. YL, MS, LL, WL, and SAG performed data analysis. XL, IS, DNC, MBF, and YW guided, designed, and coordinated the study. DK and RM provided *Dnase1l3*-KO mice. WL, XL, and LL wrote the manuscript, with input from all coauthors.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 10

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

Supplemental table 9

Supporting data values

## Figures and Tables

**Figure 1:**
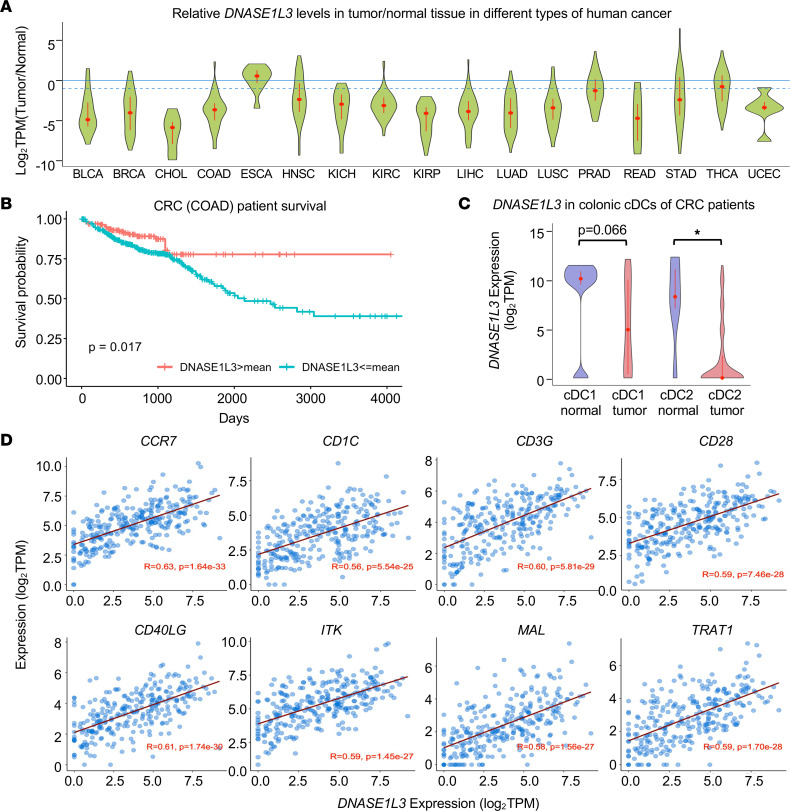
*DNASE1L3* is downregulated in human tumors, and its downregulation is associated with poor patient survival. (**A**) The mRNA levels of *DNASE1L3* are downregulated in multiple types of human cancer. Violin plots of relative *DNASE1L3* expression in paired tumor versus normal tissue for 17 human tumor types based on RNA-Seq data sets from TCGA. BLCA, bladder urothelial carcinoma; BRCA, breast invasive carcinoma; CHOL, cholangiocarcinoma; COAD, cholangiocarcinoma; ESCA, esophageal carcinoma; HNSC, head and neck squamous cell carcinoma; KICH, kidney chromophobe; KIRC, kidney renal clear cell carcinoma; KIRP, kidney renal papillary cell carcinoma; LIHC, liver hepatocellular carcinoma; LUAD, lung adenocarcinoma; LUSC, lung squamous cell carcinoma; PRAD, prostate adenocarcinoma; READ, rectum adenocarcinoma; STAD, stomach adenocarcinoma; THCA, thyroid carcinoma; UCEC, uterine corpus endometrial carcinoma. (**B**) High expression of *DNASE1L3* is associated with increased survival in patients with CRC. Kaplan-Meier survival probability curves for the TCGA colorectal patients (*n* = 597). Survival of the patients with *DNASE1L3* expression level in tumors above the mean are shown in red (favorable), and survival of those with *DNASE1L3* expression level in tumors at or below the mean are shown in blue (unfavorable). *P* value was computed based on the log-rank test of the survival distributions of high and low expression groups. (**C**) *DNASE1L3* is downregulated in cDC1 and cDC2 cells from tumors of patients with CRC compared with those from normal colorectal tissues. scRNA-Seq data sets of human colorectal tumors (18) were analyzed (*n* = 10 for normal cDC1, 36 for tumor cDC1, 36 for normal cDC2, and 64 for tumor cDC2; Mann-Whitney *U* test, *P < 0.05). (**D**) The expression of *DNASE1L3* is positively correlated with that of several immune activation markers, particularly T cell activation markers, in patients with CRC. The mRNA levels of *DNASE1L3* and those of selected immune activation markers from TCGA colorectal tumor RNA-Seq data were analyzed (*n* = 286; Pearson product-moment correlation test).

**Figure 2:**
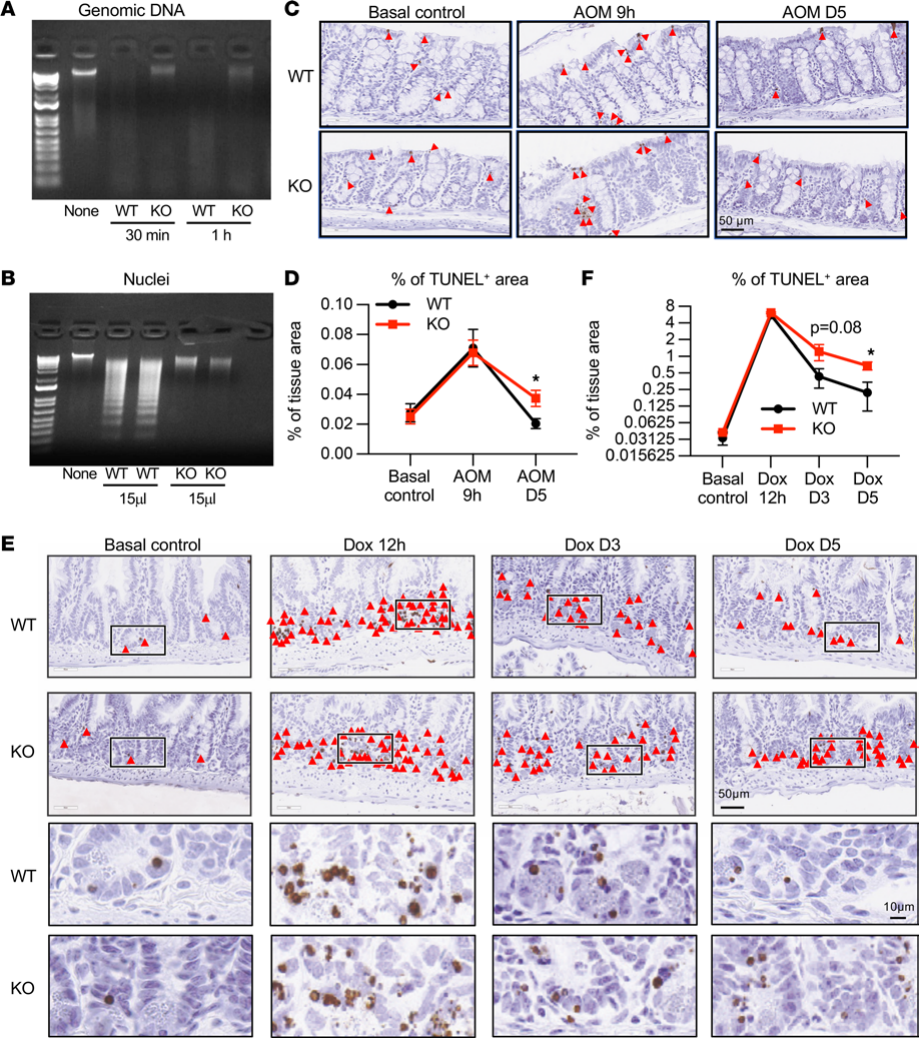
*Dnase1l3*-KO mice display impaired recovery after DNA damage in vitro and in vivo. (**A**) Serum from *Dnase1l3*-KO mice has a reduced ability to digest genomic DNA in vitro. In total, 500 ng genomic DNA was incubated with 5 mL serum isolated from *Dnase1l3* WT and *Dnase1l3-*KO mice. (**B**) Serum from *Dnase1l3*-KO mice has a reduced ability to digest isolated nuclei. In total, 1 × 10^6^ nuclei were incubated with 15 mL serum isolated from *Dnase1l3* WT and *Dnase1l3-*KO mice for 2 hours. (**C** and **D**) *Dnase1l3*-KO mice have a reduced ability to recover in the colon after AOM treatment. Two-month-old female *Dnase1l3* WT and *Dnase1l3-*KO mice were injected with AOM (8 mg/kg), and colonic tissues were isolated 9 hours or 5 days after the injection. Colonic tissue sections were stained by TUNEL. (**C**) Representative images of TUNEL staining of the damaged cell in the colon of *Dnase1l3* WT and *Dnase1l3-*KO mice. Arrow heads, TUNEL^+^ loci. Scale bars: 50 μm. (**D**) Quantification of percentages of TUNEL^+^ signals in **C** (*n* = 4 WT and 4 KO as basal controls; *n* = 5 WT and 6 KO at 9 hours; *n* = 6 WT and 7 KO at D5; Mann-Whitney *U* test, *P < 0.05). (**E** and **F**) *Dnase1l3*-KO mice have a reduced ability to recover in the small intestine after doxorubicin treatment. Two-month-old female *Dnase1l3* WT and *Dnase1l3-*KO mice were injected with doxorubicin (10 mg/kg), and intestine tissues were isolated 12 hours, 3 days, and 5 days after the injection. (**E**) Representative images of TUNEL staining of the damaged cells in the small intestine of *Dnase1l3* WT and *Dnase1l3-*KO mice. Scale bars: 50 μm (top 2 rows) 10 μm (bottom 2 rows). (**F**) Quantification of the percentage of TUNEL^+^ cells in **E** (*n* = 4 WT and 4 KO as basal controls; *n* = 4 WT and 5 KO at 12 hours; *n* = 6 WT and 6 KO at D3; *n* = 5 WT and 6 KO at D5; Mann-Whitney *U* test, *P < 0.05).

**Figure 3:**
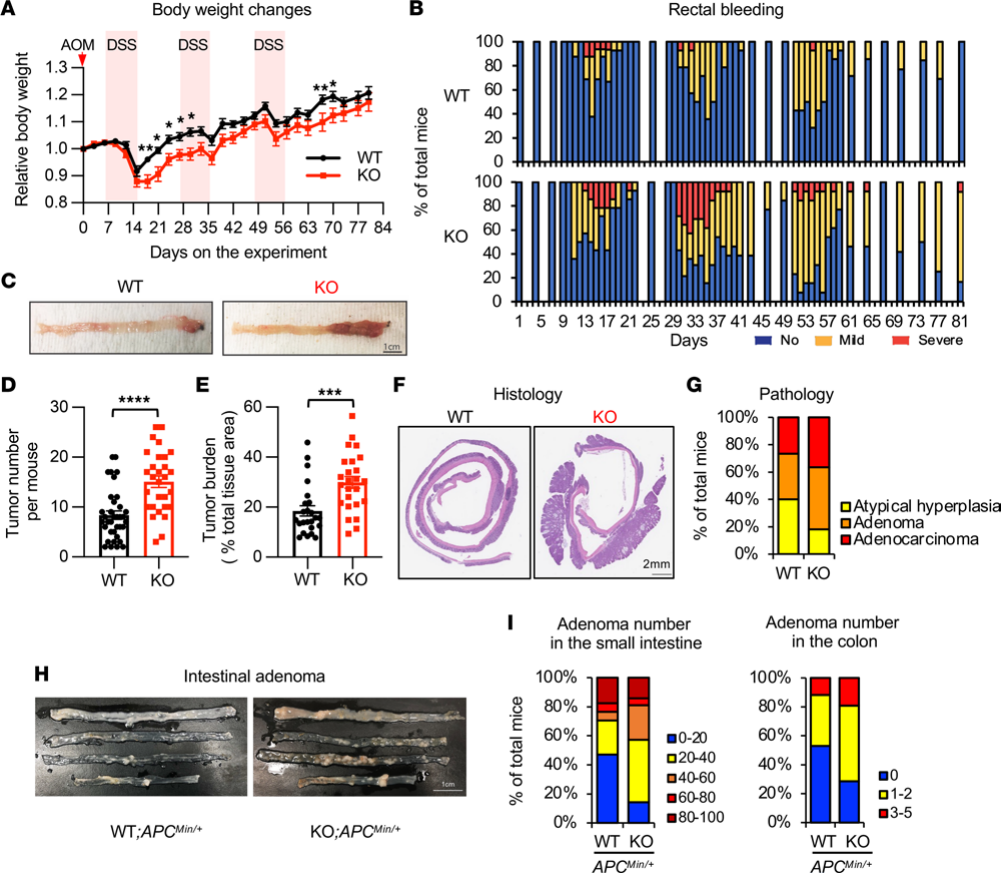
*Dnase1l3* deficiency enhances colon cancer formation in mice. (**A**) *Dnase1l3*-KO mice have increased body weight loss during AOM/DSS treatment. *Dnase1l3* WT and *Dnase1l3-*KO mice were subjected to AOM/DSS CRC procedure with 3 cycles of DSS treatment (peak) as described in Methods (*n* = 15 WT and 15 KO initial mice from 1 experiment; it was independently repeated, and similar result was obtained; Multiple Mann-Whitney *U* tests, *P < 0.05). (**B**) More *Dnase1l3*-KO mice developed severe bleeding and diarrhea than WT mice during the AOM/DSS CRC procedure (*n* = 30 WT and 27 KO from 2 independent experiments). (**C**) Representative images indicating that *Dnase1l3*-KO mice have higher tumor burden than *Dnase1l3* WT mice when treated with 3 cycles of AOM/DSS. Scale bar: 1 cm. (**D**) *Dnase1l3*-KO mice have increased tumor number in the colon after the AOM/DSS CRC procedure (*n* = 36 WT and 29 KO; Mann-Whitney *U* test, ****P < 0.0001). (**E**) *Dnase1l3*-KO mice have increased colon tumor burden. Tumor burden was quantified by Fiji (*n* = 24 WT and 25 KO; Mann-Whitney *U* test, ***P < 0.001). (**F**) Representative H&E colonic images of *Dnase1l3* WT and *Dnase1l3-*KO mice in the AOM/DSS CRC model. Scale bar: 2 mm.(**G**) Colorectal tumors developed in *Dnase1l3*-KO mice are at more advanced stages compared with those in WT mice in the AOM/DSS CRC model. H&E colonic sections from WT and *Dnase1l3*-KO mice (*n* = 15 WT and 13 KO) were evaluated and scored. (**H**) Representative images of intestinal adenoma from WT;APC^min/+^ and KO;APC^min/+^. (**I**) More *Dnase1l3*-KO mice developed adenoma in the small intestine and colon than WT mice in the *APC^min/+^* model (*n* = 15 WT;APC^min/+^ and 21 KO;APC^min/+^).

**Figure 4:**
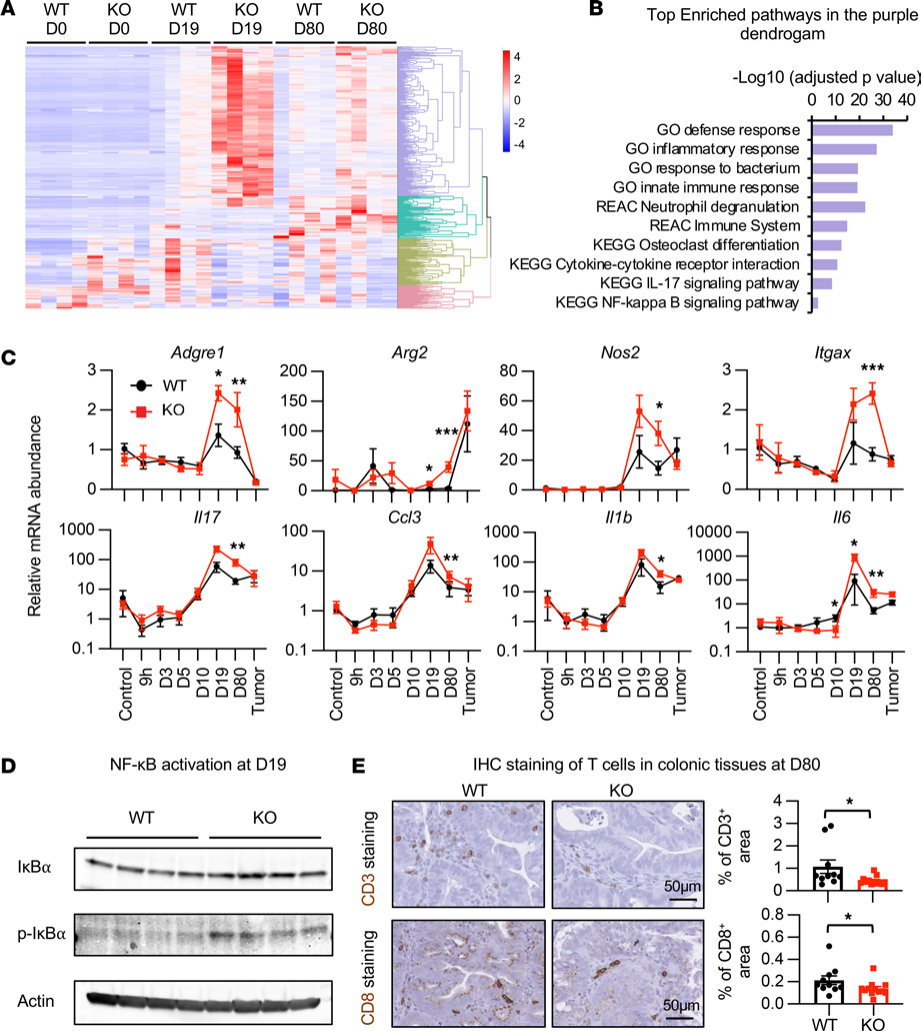
*Dnase1l3* deficiency enhances early-stage inflammation yet reduces late-stage colonic tissue accumulation of T cells in mice. (**A** and **B**) Colonic tissues of *Dnase1l3*-KO mice display increased inflammation during the early stage of AOM/DSS-induced carcinogenesis. Transcriptomes from colonic tissues of WT and *Dnase1l3*-KO mice at D0, D19, and D80 of the AOM/DSS procedure were analyzed by RNA-Seq as described in Methods. (**A**) The dynamics of 4 gene clusters are shown as a heatmap. (**B**) Enriched pathways of the 207 genes shown in the purple cluster. GO, Gene Ontology; REAC, Reactome Pathway Database; KEGG, Kyoto Encyclopedia of Genes and Genome. (**C**) *Dnase1l3*-KO mice have increased expression of various proinflammatory markers at different time points of the AOM/DSS-induced carcinogenesis when analyzed by qPCR (*n* = 4, 5, 5, 6, 10, 6, 12, 5 WT and 4, 6, 7, 6, 6, 12, 10, 2 KO at each time point, respectively; outliers that fall below Q1 − 3.0 × IQR or above Q3 + 3.0 × IQR were removed; Mann-Whitney *U* test, *P < 0.05, **P < 0.01, ***P < 0.001). (**D**) Colonic tissues of *Dnase1l3*-KO mice display increased NF-κB signaling. Western blotting of phospho-IκBα in the colonic tissue samples of the *Dnase1l3* WT and *Dnase1l3-*KO mice at D19 in the AOM/DSS procedure. (**E**) *Dnase1l3*-KO mice have reduced colonic tissue accumulation of T cells at the end stage of the AOM/DSS procedure. Left, representative images for CD3 (upper panels) or CD8 (bottom panels) IHC staining in colorectal tissues from *Dnase1l3* WT and *Dnase1l3-*KO mice after the AOM/DSS CRC procedure. Right, the percentage of CD3^+^ immunostaining areas and CD8^+^ immunostaining areas were quantified from the IHC colonic tissue sections by Fiji (*n* = 10 WT and 12 KO; Mann-Whitney *U* test, *P < 0.05). Scale bar: 50 μm.

**Figure 5:**
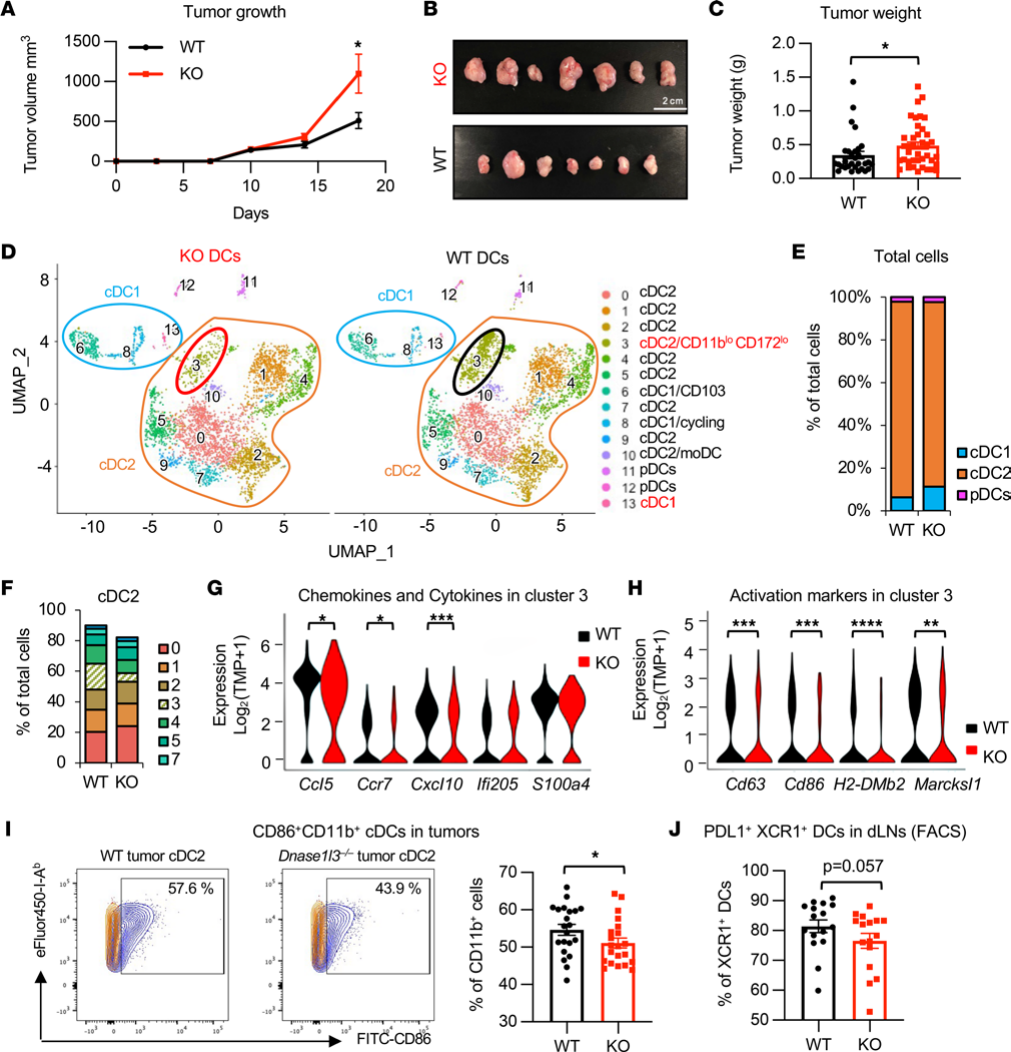
*Dnase1l3* deficiency promotes tumor progression and impairs activity of cDCs in a syngenic tumor model. (**A**) *Dnase1l3* deficiency increases the growth of MC38 tumors. In total, 1 × 10^5^ MC38 colon cancer cells were s.c. injected into 8- to 12-week-old immunocompetent WT or *Dnase1l3*-KO mice (*n* = 10 WT and 11 KO; Mann-Whitney *U* test, *P < 0.05). (**B**) Representative images of final dissected tumors. Scale bar: 2 cm. (**C**) Weights of final MC38 tumors (*n* = 30 tumors from WT and 39 tumors from KO from 3 independent experiments; Mann-Whitney *U* test, *P < 0.05). (**D**) UMAP analysis of cDC single cells sampled from MC38 tumors from *Dnase1l3* WT and *Dnase1l3-*KO mice (analyzed by scRNA-Seq). (**E**) DCs from MC38 tumors in *Dnase1l3*-KO mice have reduced cDC2 but increased cDC1 populations. (**F**) The relative abundance of different subgroups of cDC2 cells. (**G**) *Dnase1l3*-deficient cDC2 cells in cluster 3 have reduced expression of chemokines and cytokines (Mann-Whitney *U* test, *P < 0.05, ***P < 0.001). (**H**) *Dnase1l3*-deficient cDC2 cells in cluster 3 have reduced expression of various activation marker genes (Mann-Whitney *U* test, **P < 0.01, ***P < 0.001, ****P < 0.0001). (**I**) *Dnase1l3*-KO mice have reduced abundance of CD86^+^CD11b^+^ cDCs in the MC38 tumors at an early stage of tumor development (10 days after inoculation) (*n* = 21 WT and 21 KO from 3 independent experiments; *P < 0.05). Representative FACS plots from WT and KO mice are shown. Biological replicates were combined in the analysis using a linear regression model to remove the batch effects (see Methods). (**J**) *Dnase1l3*-KO mice have reduced abundance of activated cDCs in tumor draining lymph nodes (dLNs) at an early stage of tumor development (10 days after inoculation). Indicated immune cell population in dLNs was analyzed by flow cytometry (*n* = 16 WT and 16 KO from 2 independent experiments). Biological replicates were combined in the analysis using a linear regression model to remove the batch effects (see Methods).

**Figure 6:**
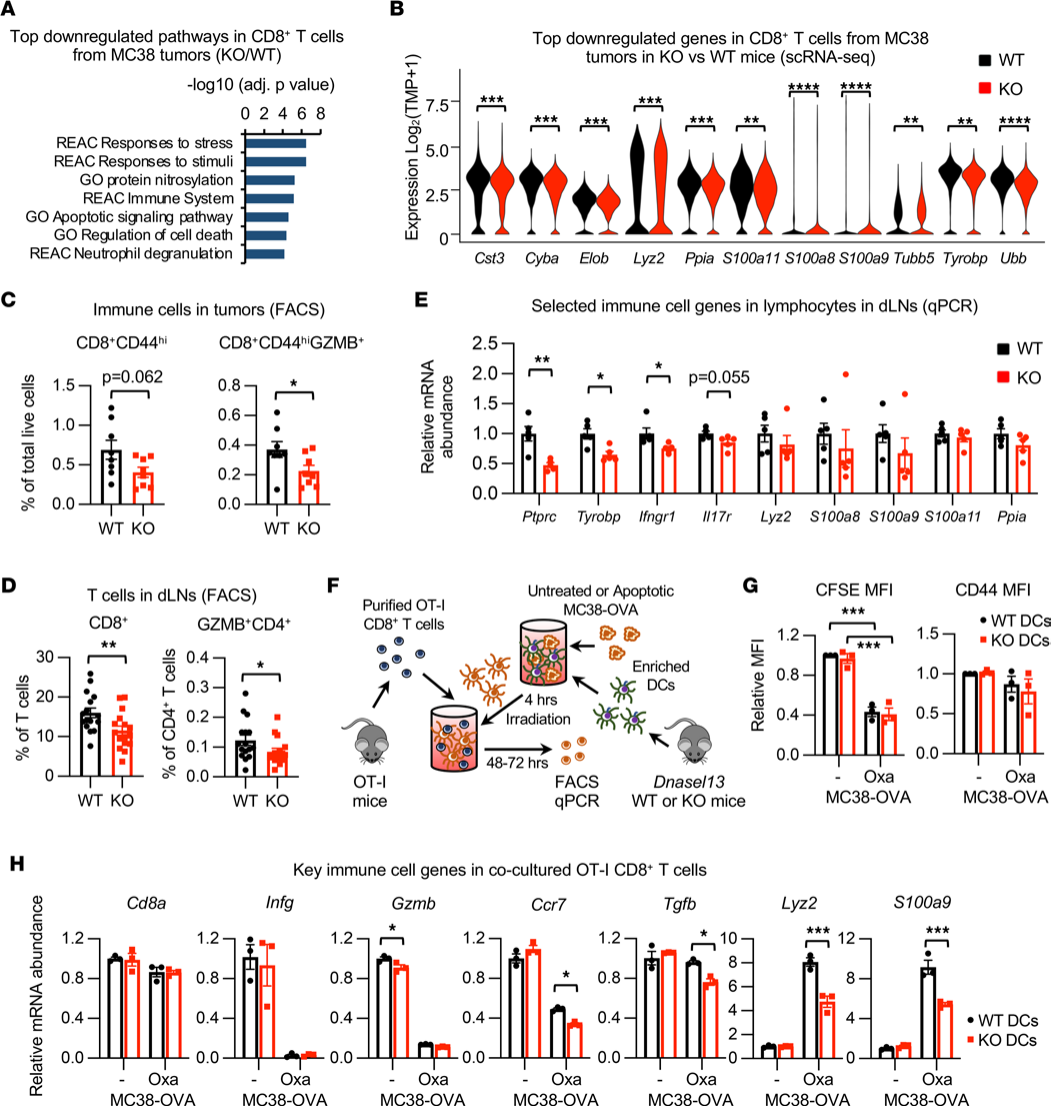
*Dnase1l3* deficiency alters cytotoxic T cells and impairs antitumor immunity. (**A** and **B**) Top downregulated genes (log_2_FC < –0.4) in CD8^+^ T cells from MC38 tumors in *Dnase1l3*-KO mice were analyzed for pathway enrichment (*P_adj_ < 0.05, **P_adj_ < 0.01, ***P_adj_ < <0.001, ****P_adj_ < 0.0001). (**C**) *Dnase1l3*-KO mice have reduced abundance of activated T cells in MC38 tumors 14 days after inoculation. Indicated immune cell populations in isolated tumors were analyzed by flow cytometry (*n* = 8 WT and 8 KO mice, Student’s *t* test, *P < 0.05). (**D**) *Dnase1l3*-KO mice have reduced abundance of activated T cells in tumor draining lymph nodes (dLNs) 10 days after inoculation (analyzed by flow cytometry, *n* = 16 WT and 16 KO from 2 independent experiments; Mann-Whitney *U* test, *P < 0.05, **P < 0.01). (**E**) *Dnase1l3*-KO mice have reduced expression of several immune cell genes in CD45^+^ immune cells isolated from tumor draining lymph nodes (dLNs) 14 days after inoculation (analyzed by qPCR, *n* = 5 WT and 5 KO mice; Mann-Whitney *U* test, *P < 0.05, **P < 0.01). (**F**) Schematic representation of in vitro coculture experiment using OT-I CD8^+^ T cells and WT or *Dnase1l3*-KO DCs in the presence of regular or apoptotic MC38-OVA cells. Apoptosis of MC38-OVA was induced by treatment with 400 μM oxaliplatin (Oxa) for 24 hours. (**G**) OT-I CD8^+^ T cells have comparable proliferation and CD44 activation when cocultured with apoptotic MC38 cells and WT or *Dnase1l3*-KO DCs. The mean fluorescence intensity (MFI) of CFSE dye (for cell proliferation) and the MFI of CD44 in OT-I CD8^+^ T cells were analyzed by FACS (*n* = 3 independent experiments, 2-way ANOVA with correction for multiple comparisons, ***P < 0.001).(**H**) OT-I CD8^+^ T cells coincubated with *Dnase1l3*-KO DCs in the presence of apoptotic MC38 cells have reduced expression of some key immune cell markers (analyze by qPCR, *n* = 3 replicates, 2-way ANOVA test with correction of multiple comparisons, *P < 0.05, ***P < 0.001).

How the deposited data were processed for this re-analysis (not part of the article)

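Whole colon of WT and *Dnase1l3*-KO mice was sequenced untreated (D0), after 1 cycle of AOM/DSS (D19) and after 3 cycles (D80), with 4 mice per genotype and stage, and tumors from 5 WT and 3 KO mice were sequenced as well. All 32 libraries of the series were used. The unit of the deposited values is counts: the authors checked single-end reads of 75 nt with FastQC 0.11.5, aligned them with STAR 020201 to mm10 and summed them per gene with subread 1.6.2, with GENCODE release M25. The counts are raw, whole numbers for 55291 gene symbols, and the strand setting of the counting is not stated. Alignment and counting were not repeated here. Gene positions are from GENCODE release M21 on GRCm38, the same build, and 3 listed symbols have no row in the counts.

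Total counts per library ranged from 18951121 to 47623288 (median 34333251). Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM normalization, genes kept by filterByExpr), on the libraries of the groups compared. P values were adjusted by the Benjamini-Hochberg method. DEGs in colon had an adjusted p under 0.05 and a fold change over 2, and those between tumors a nominal p under 0.01 and a fold change over 2, the thresholds in the Methods. The comparisons were KO against WT at D0, D19, D80 and in tumor, D19 against D0 in each genotype, the interaction of both, and tumor against D80 colon in each genotype. SEs are the log2 fold change over the square root of F. CPM values use TMM factors over all 32 libraries. Both tools were tested on simulated data, drawn from the spread of these libraries with 200 genes changed. At D19, edgeR recovered 43.0% of the genes changed by a log2 fold of 1.5 and 96.0% of those changed by 3, with 3 false calls; DESeq2 recovered 69.0% and 100.0%, with 45 false calls. At D0, edgeR recovered 87.0% and 100.0%, with 6 false calls, and at D80 41.4% and 92.0%, with 5 false calls. DESeq2 recovered 89% and 100% at D0, with 13 false calls, and 70% and 98% at D80, with 54 false calls. In tumors edgeR made 4 false calls and DESeq2 made 36. In the real D19 libraries edgeR called 0 of 204 cluster genes, whose median was 1.68, so the simulated shares may not carry over to these data.

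The gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and again with the correlation estimated from the data, and p was adjusted over the 32 lists in each comparison; the clusters of the paper's Supplemental Table 2 were adjusted apart. The lists are type I IFN-stimulated genes, IFN-γ-induced genes, cytokines and chemokines, NF-κB targets, neutrophil, monocyte and macrophage, dendritic cell, T cell, cytotoxic lymphocyte, B and plasma cell and mast cell markers, MHC class II genes, stem cell and Wnt targets, proliferation genes, goblet, enteroendocrine and tuft cell and surface colonocyte markers, small intestine and Paneth cell genes, posterior and anterior Hox genes, smooth muscle, enteric neuron, adipocyte, skeletal muscle, fibroblast, endothelial and squamous markers, DNA sensing genes and DNases, mitochondrially encoded mRNAs, and immediate early and stress genes. The 11 IFN genes and the 8 qPCR markers of the study are the other lists. Scores are means of log2 CPM with a prior count of 1, compared by exact two-sided permutation tests.

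Genes are named by a rule: every gene the text names for a group, up to 6 with the largest increase and 6 with the largest decrease among DEGs whose groups do not overlap (without predicted genes, pseudogenes and immunoglobulin segments), up to 4 members with the smallest p of each list described, and *Dnase1l3*. The tables of the paper had been seen when the rule was written. Alternatives were DESeq2 1.42.0, RLE size factors, no filter and a stricter filter of 10 counts in each library, all libraries in a single fit, the label prefix as a block, subsets by label prefix, the mouse as a replicate block, omission of 393 immunoglobulin genes, and omission of each library in turn. Added after the data were seen were voom weights, *Hoxb13* as a covariate, the quasi-likelihood fit without its legacy option, the omission of the libraries that stand apart, the permutations by mouse of the IFN scores, and splits within label prefixes at D19. Pathway databases were not used here. Of the markers that the paper measured by qPCR, 1 is not reported here by itself.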

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

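The tests of label prefix, of KO mouse 811 and of the share of epithelium at D19, the test of immune cells of every kind in tumors, and the splits for numbers of DEGs between genotypes and within prefixes at D19 were chosen after the result was seen. Beside genotype, the make-up of the samples was weighed (epithelium, immune cells, region of the colon and muscle wall). The paper also reports more and larger tumors in KO mice after AOM/DSS. Tumor tissue within the D80 colon samples was not weighed.

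At D19 the neutrophil and cytokine lists were higher in *Dnase1l3*-KO colon, with medians of 2.47 and 2.39. The label prefix as the whole source is argued against by a neutrophil median of 1.59 within prefixes 115 and 116, and KO mouse 811 by a median of 2.52 without it. A lower share of epithelium would raise the other tissues alike. Against this, the smooth muscle list had a median of -0.62 (-0.41 within prefixes 115 and 116) and the enteric neuron list of -0.46. The fibroblast and matrix list was higher, at 0.60, and the endothelial list was at 0.09. The surface colonocyte list was lower, at -0.22. The other tissues thus did not move alike, but a lower share of epithelium as a part of the difference stays open. Regrouping all 8 libraries gave a camera p for neutrophils as small only in the real split, 1 of 35 (6.44e-30, smallest of the others 5.26e-17). This argues against chance for this list taken by itself. It is the smallest share that 35 splits allow. It takes no account of the prefix or of the choice of this list among 32. The number of lists at D19 was reached in 4 of 35 splits. Within prefixes 115 and 116 (2 WT and 4 KO mice) the real split also gave the smallest p, 1 of 15 (2.97e-43; smallest of the others 4.27e-15), but 15 splits are too few for a share under 0.05. Of these, the split of KO mice 811 and 813 against the others called 604 genes, which points to a structure of the samples. The difference is consistent with more neutrophil RNA in KO colon as a hypothesis; the call was lost with an estimated correlation (adjusted p = 0.107).

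In tumors the type I IFN-stimulated list was lower in *Dnase1l3*-KO, with a median of -0.79. The call for this list was lost with an estimated correlation. KO tumor 544 as the source is argued against by a median of -0.93 without it. WT tumor 541 cannot be told apart from a difference between genotypes: without it the median was -0.41, which is at the bound set for the test, and 5 against 3 tumors keep it open. Fewer immune cells of every kind as the whole source is argued against by a monocyte and macrophage median of 0.04 (SD over its 20 genes 0.28; -0.10 to 0.13 over omissions of 1 tumor), while a change in some kinds of immune cells stays open. Of 56 splits, 15 gave a camera p as small as the real one (1.10e-14; smallest 3.09e-72), so that chance cannot be excluded. In the same comparison the smooth muscle list was at -0.82 and mitochondrially encoded mRNAs at 0.93. WT tumor 541 had the lowest score of the latter (8.37, other WT tumors 9.97 to 10.4). Whether these changes are linked to that of the IFN list was not tested.

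At D0 the smooth muscle and enteric neuron lists were lower in *Dnase1l3*-KO, both with a median of -0.59. These calls were made with the preset correlation and were lost with an estimated one. The region sampled, as measured by *Hoxb13*, is argued against as the whole source by a smooth muscle median of -0.54 with it as a covariate, and any single library by a highest adjusted p of 1.93e-05 over the 8 omissions. The share of muscle wall in a sample cannot be told apart from genotype: within genotypes the scores of both lists had a Pearson r of 0.855 over 8 libraries (permutation p = 0.0451) and a Spearman rho of 0.405 (permutation p = 0.326), 1 relation tested. Without the 2 libraries farthest from the median, r was -0.463, so the relation rests on these. Of 35 splits, 6 gave a camera p for smooth muscle as small as the real one (2.14e-10; smallest 9.47e-23), so that chance cannot be excluded.

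Some libraries lay far from the others of their group in a score or a level. Such a distance arises by chance in about 1 in 20 groups, and it was seen in 16 of 189 tested. The smooth muscle score was 8.29 in WT mouse 918 at D0 (others 9.21 to 9.22) and 7.42 in WT mouse 805 at D19 (others 8.02 to 8.13). The score of IFN-γ-induced genes was 5.04 in KO mouse 543 at D80 (others 5.33 to 5.39), and that of MHC class II genes 2.42 in WT tumor 579 (others 4.83 to 5.06). At D0 the surface colonocyte score was 9.92 in WT mouse 851 (others 10.3) and the enteroendocrine and tuft cell score 4.03 in KO mouse 853 (others 3.74 to 3.79). In KO mouse 811 at D19 the stem cell and Wnt target score was 1.65 (others 3.03 to 3.07) and the anterior Hox score -1.04 (others 0.71 to 0.78). The stem cell and Wnt target score was 3.78 in KO mouse 535 at D80 (others 5.05 to 5.17), and that of mitochondrially encoded mRNAs was 8.37 in WT tumor 541 (others 9.97 to 10.4). In WT mouse 581 at D80 the score of the 11 IFN genes was 1.48 (others 3.83 to 4.09), that of mitochondrially encoded mRNAs 12.4 (others 10.7 to 10.8), that of anterior Hox genes -1.19 (others 0.60 to 0.66) and the rho with gene length was -0.461 (others 0.365 to 0.445). Log2 CPM of *Cd8a* was 2.15 in KO mouse 535 at D80 (others 0.46 to 0.59), and that of *Hoxb13* was 2.01 in KO mouse 872 at D0 (others 6.99 to 7.26).

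For 6 genes the change from D0 to D19 differed between genotypes by the test of the interaction in edgeR. *Gal3st2* (-3.26), *Gal3st2b* (-3.48), *Gal3st2c* (-4.53) and *Foxq1* (-2.18) had an adjusted p of 0.0264. *Gal3st2*, *Gal3st2b* and *Gal3st2c* are neighboring paralogs that can share reads; they rose by 3.64, 3.81 and 4.55 in WT and were at 0.38, 0.33 and -0.01 in KO colon. *Foxq1* was at 2.54 in WT and 0.36 in KO. *Slc30a10* (-4.72, adjusted p = 0.0349) was at -0.62 in WT and -5.34 in KO, and *Itih2* (-4.47, adjusted p = 0.0411) at 2.46 and -2.01.

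Regroupings of the libraries into groups of the real sizes were fitted for each count. Chance can be excluded for DEGs of D19 against D0, where 1 of 35 splits reached the real 2483 in WT (highest other 1) and 1 of 35 the real 2201 in KO (highest other 0). D0 and D19 share no label prefix. The monocyte and macrophage score was 3.95 to 4.98 in the D19 libraries, of 3 prefixes, and 1.42 to 2.53 in those of D0, of 4 prefixes, so that it varied less between prefixes of a stage than between the stages; the neutrophil score varied more within D19 (-1.32 to 3.70) and lay above that of D0 (-2.68 to -1.83). Chance can also be excluded for DEGs of tumor against D80 colon if the libraries are taken as independent. There, 1 of 100 splits was at the real 4090 in WT (highest other 2209) and 1 of 35 at 5195 in KO (highest other 0). Those splits take no account of the mice that gave both samples, and exchanges within these mice are too few for a share under 0.05. For the interaction 1 of 100 splits reached the real 6 (highest other 4), but the splits for this count take no account of the label prefix. At D19 only WT mice carried prefix 97, so a difference between prefixes stays open for this count. The region of the colon sampled stays open as well. From D0 to D19 the posterior Hox list had a median of 2.24 in WT and -0.10 in KO colon. At D80, 1 of 35 splits gave as many lists as the real 26 (highest other 25) and 1 of 35 a camera p for type I IFN-stimulated genes as small as 6.40e-14 (smallest other 1.89e-10). These splits take no account of the label prefix, and with it as a block 20 lists passed and the type I IFN-stimulated list was at 0.26. Prefix 76, with 2 mice of each genotype, allows too few splits for a share under 0.05. For the DEGs between genotypes in colon the real count was 0, which all 35 splits must reach, so that these splits say nothing about chance (highest other 22 at D0, 0 at D19 and 59 at D80). Chance cannot be excluded for those in tumors, where 26 of 56 splits gave at least the real 58 (highest other 341). Nor can it for the number of lists at D0 (30 of 35 splits; real 5, highest other 15), at D19 (4 of 35; real 19, highest other 21) and in tumors (38 of 56; real 12, highest other 24). The split with 341 genes set WT tumors 541 and 542 and KO tumor 544, all of label prefix 76 (which KO tumor 543 also carries), against the others, which points to a structure of the samples. With the prefix as a block, which compares the genotypes within prefix 76 only, 181 genes differed in tumors. The split with 59 genes at D80, WT mouse 542 with KO mice 527, 543 and 544, and that with 22 at D0, WT mouse 927 with KO mice 852, 853 and 915, also point to a structure; with the block the counts were 0 and 71.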

How the results depend on the processing

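The fits with voom weights, with *Hoxb13*, without legacy and without the libraries that stand apart were chosen after the data were seen. Of 459 values of the 24 main results under alternatives, 380 stayed within 1.5 times for counts, or for medians of the cluster moved by less than the spread between replicates, and 79 moved further. Of the medians that stayed within the spread, 9 changed sign: 6 at D0, up to 0.15, and 3 in tumors, down to -0.18 without KO 544. The cause was not tested unless stated. Of 1344 values of 68 further results, 1173 were unchanged in direction and side of the threshold, 78 lost a call, 67 gained one and 26 reversed. With an estimated correlation the number of lists was 0 at D0, D19, D80 and in tumors. With DESeq2 the DEGs were 48 at D0, 305 at D19 (191 of the cluster), 37 at D80, 217 in tumors and 166 for the interaction (35 of the cluster). Without a filter they were 66 at D0 (11 lists), 248 in tumors and 21 for the interaction (1 of the cluster). With all 32 libraries in one fit they were 11 at D0 (8 lists), 177 at D19 (108 of the cluster), 221 in tumors and 23 for the interaction (3 of the cluster). With the label prefix as a block they were 71 at D0 (13 lists) and 181 in tumors, and the D80 median of the cluster was 0.43. With prefix 76 only this median was 0.41, with 193 DEGs in tumors. At D80 and in tumors only prefix 76 holds both genotypes, so there both settings compare the same libraries. With the stricter filter, which tests fewer genes, they were 37 in tumors, 1502 in WT D19 against D0 (cluster median 1.89, 56 called), 1444 in KO (3.66, 101 called) and 2625 in WT tumor against colon. At the adjusted threshold of the colon the tumor count was 0. Without immunoglobulin genes the interaction had 10. With voom weights the DEGs were 9 at D0 (3 lists), 566 at D19 (142 of the cluster), 3600 in KO D19 against D0 (cluster median 4.04) and 619 for the interaction (42 of the cluster). With *Hoxb13* as a covariate they were 1 at D0 (8 lists), and without legacy 12 for the interaction. Without the libraries that stand apart, they were 17 in tumors and 33 for the interaction (1 of the cluster).

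Leaving out single libraries gave 0 to 47 DEGs at D0 (47 without KO 872) and 3 to 13 lists (3 without WT 918, 13 without WT 927, 9 without KO 915). It gave 0 to 1 at D19 (1 without WT 805) and 17 to 472 in tumors (6 of 8 omissions moved the count over 1.5 times: 17 without KO 544, 25 without WT 555, 29 without WT 542, 35 without WT 541, 419 without KO 543 and 472 without KO 527). For the interaction it gave 0 to 44 (44 without KO 872, 41 without WT 805, 33 without KO 811, 0 without 10 others), and 0 to 9 of the cluster (9 without WT 805, 1 without KO 811). A pair of lists that had passed reversed in their median. Neutrophil markers in tumors were -0.085 to 0.82 over omissions (-0.085 without KO 544, the library that stands apart), and MHC class II genes at D19 were -0.018 with voom weights. The other reversals were those of genes or lists that had not passed a test. *Dnase1l3* at D0 was -0.16 with *Hoxb13* and -0.032 to 0.50 over omissions (-0.032 without KO 852). At D80 it was 0.50 with the prefix block, 0.50 with prefix 76, 0.080 with voom weights and -0.85 to 0.060 over omissions (0.060 without WT 555, 0.02 without KO 527 and KO 535). In tumors it was 0.14 with the block, 0.14 with prefix 76 and -0.82 to 0.028 over omissions (0.028 without KO 527). *Cd8a* at D80 was -0.36 with the block, -0.37 with prefix 76, -0.25 with voom weights and -0.24 to 0.61 over omissions (-0.24 without KO 535). Cytotoxic genes in tumors were -1.30 to 0.028 over omissions (0.028 without WT 541). Monocyte and macrophage genes in tumors (0.037) were -0.018 with all libraries in one fit, -0.064 with voom weights, -0.038 without the libraries that stand apart and -0.095 to 0.13 over omissions (-0.095 without KO 543). RLE size factors moved none of the main results. Depth, at 18951121 counts or more per library, limits genes at a few counts, among them *Cd8a*.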

Differences from the paper's values

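All alternatives named here were set before the data were examined. At D0 the paper's table lists 32 genes higher and 16 lower in KO, and edgeR called 0 and 0 here. Within 1.5 times of the paper's 32 were DESeq2 (33) and the fit without KO mouse 872 (47); within 1.5 times of the paper's 16 were DESeq2 (15) and the fit without a filter (14). At D19 the paper's table lists 215 higher and 88 lower, against 0 and 0 here; DESeq2 gave 215 and 90. At D80 the paper's table lists 27 higher and 8 lower, against 0 and 0; DESeq2 gave 28 and 9. In tumors the paper's table lists 155 higher and 35 lower at its nominal threshold, against 50 and 8 here. DESeq2 (166), no filter (218) and all libraries in one fit (132) came within 1.5 times of the paper's 155, and DESeq2 (51) and no filter (30) of the paper's 35. The paper's text counts 32 downregulated genes in tumors, against 8 here; only the fit without a filter (30) came within 1.5 times of it, and DESeq2 (51) did not. The other alternatives (RLE size factors, the stricter filter, omission of immunoglobulin genes, the label-prefix block, single prefixes, the adjusted threshold in tumors, the fit of all libraries where not named and the other omissions of single libraries) differed from the paper's counts in each case. The Methods name DESeq2. Of the genes in the paper's tables, DESeq2 here called 46 of 48 at D0, 297 of 303 at D19, 35 of 35 at D80 and 190 of 190 in tumors. Of those tested by edgeR, 44 of 44, 295 of 295, 35 of 35 and 187 of 187 had the paper's direction.

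The paper reports higher *Adgre1*, *Nos2* and *Itgax* in KO colon, mostly at D19, by qPCR. In the counts these were higher at D19, but *Adgre1* (log2 fold change 0.52, adjusted p = 0.528), *Nos2* (1.61, 0.442) and *Itgax* (0.36, 0.521) did not pass edgeR's test. The paper describes the late phase in KO mice by less type I IFN signaling, from tumors, and by fewer CD3 and CD8 foci in D80 colon. In the tumor counts the type I IFN-stimulated list (-0.79) and the T cell list (-0.27) had that direction. In D80 colon the T cell list had the other direction at 0.47, but with the label prefix as a block it was at 0.06 and did not pass (adjusted p = 0.313). *Cd8a* was at 0.40 (adjusted p = 0.748). It had the paper's direction with the block (-0.36), with prefix 76 only (-0.37) and without KO mouse 535 (-0.24), of which none passed a test. Only prefix 76 holds both genotypes at D80, so the fits with the block and with prefix 76 compare the same mice. *Cd3e* was at 0.72 (adjusted p = 0.681). The paper names the 11 IFN genes and *Cd8a* as lower in KO tumors, and all had that direction; none passed a nominal p of 0.01 in edgeR (0.0221 to 0.0485), while all did in DESeq2 (0.00237 to 0.00970). The paper reports strongly reduced *Dnase1l3* in the intestine of KO mice, where the counts over the whole gene gave log2 fold changes of 0.27 at D0, -1.07 at D19 and -0.17 at D80.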

Other observations

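In D80 colon several non-immune groups differed between genotypes as lists. Enteric neuron and glia genes were lower in 18 of 19 in *Dnase1l3*-KO (median log2 fold change -0.95, camera adjusted p = 1.96e-16, and adjusted p = 0.125 with an estimated correlation), 13 past the test when adjusted over the list alone; *Slc18a3*, the vesicular acetylcholine transporter, was at -1.33 (SE 0.27). Adipocyte markers were lower in 12 of 12 (median -0.91, camera adjusted p = 4.36e-10, and adjusted p = 0.125 with an estimated correlation), 5 past the test when adjusted over the list alone, with *Adipoq*, adiponectin, at -2.19 (SE 0.57). Goblet cell (median -0.97, camera adjusted p = 0.000297), surface colonocyte (-0.45, 0.000252), enteroendocrine and tuft cell (-0.38, 0.00128) and smooth muscle (-0.38, 0.000670) lists were lower, none of their genes past the test over the list alone. Stem cell and Wnt targets were higher in 18 of 18 (0.91, 3.80e-09), none over the list alone, and fibroblast and matrix genes in 16 of 18 (0.86, 6.81e-10), 2 over the list alone, with *Timp1*, an inhibitor of matrix proteases, at 1.27 (SE 0.24). Mitochondrially encoded mRNAs were lower in 13 of 13 (-1.23, 8.65e-05); WT mouse 581 had the highest share of them. None of these lists passed with an estimated correlation (adjusted p = 0.125 to 0.256). Some of the sizes rest on WT mouse 581, whose library stood apart: without it the goblet cell list was at -0.21, stem cell and Wnt targets at 0.58 and mitochondrially encoded mRNAs at -0.19. The enteroendocrine and tuft cell list was at -0.21 without WT mouse 555 and -0.70 without KO mouse 535, and smooth muscle was at -0.26 without WT mouse 555. With the label prefix as a block, goblet cells were at -0.41, stem cell and Wnt targets at 0.59, fibroblast and matrix genes at 0.55 and mitochondrially encoded mRNAs at -0.25. Goblet cells were at -0.33 with voom weights, and mitochondrially encoded mRNAs at -0.62 with DESeq2.

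At D19, T cell markers were higher in 21 of 22 in KO colon (median 0.75, camera adjusted p = 6.07e-09), cytotoxic genes in 15 of 16 (1.18, 3.53e-07) and MHC class II genes in 11 of 11 (0.78, 0.00278; adjusted p = 0.284, 0.322 and 0.475 with an estimated correlation); 9, 8 and 0 of them passed over the list alone. With voom weights the T cell list was at 0.44 and still passed. The cytotoxic list lost the call with these weights (0.54, adjusted p = 0.180), and the MHC class II list lost it with these weights (-0.02, adjusted p = 0.730) and without KO mouse 811 (0.49, adjusted p = 0.0519) or KO mouse 813 (0.74, adjusted p = 0.0765). Posterior Hox genes differed in their change from D0 to D19, with a median of -1.99 in the interaction, and this was the only list not taken from the study that held with an estimated correlation there (camera adjusted p = 2.19e-06; adjusted p = 0.0104). Of its 9 genes 7 were lower, 5 past the test when adjusted over the list alone; *Hoxd10* was at -2.96 (SE 0.50) and *Hoxd12* at -4.16 (SE 1.04). With the stricter filter on low counts the median was -0.16 and the call was lost (adjusted p = 0.581). By exact permutation of the list score over libraries the difference had p = 0.00531, which did not pass over the lists (adjusted p = 0.118). In KO tumors, small intestine and Paneth cell genes had a median of 0.95 (10 of 16 higher, camera adjusted p = 0.00118, and adjusted p = 0.814 with an estimated correlation), 7 past the test over the list alone, with *Defa21*, an α-defensin, at 2.57 (SE 0.74). Anterior Hox genes were at 0.37 (9 of 12 higher, 0.00359; adjusted p = 0.814) and neutrophil markers at 0.56 (15 of 18 higher, 0.000168; adjusted p = 0.814). Without KO tumor 544, the library that stands apart, the neutrophil median was -0.09, and neutrophils lost the call with the label prefix as a block (0.42, adjusted p = 0.330) and with voom weights (0.02, adjusted p = 0.232). Without that tumor the small intestine and Paneth cell list was at 0.23 and lost the call (adjusted p = 0.0617), as it did with all libraries in one fit (0.85, adjusted p = 0.0742). Anterior Hox genes lost it without KO tumor 527 (0.28, adjusted p = 0.163) or KO tumor 543 (0.18, adjusted p = 0.266), and with the stricter filter (0.12, adjusted p = 0.289). The 8 qPCR markers of the study were at 0.18 in tumors (camera adjusted p = 0.279), with *Il1b* at 0.19 (SE 0.37) and *Nos2* at -0.66 (SE 0.56).

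The 6 lists with no call at D80 were small intestine and Paneth cell (median 1.14, camera adjusted p = 0.472), B and plasma cell (median -0.01, camera adjusted p = 0.864), mast cell (-0.05, 0.819), skeletal muscle (-0.12, 0.363), squamous epithelium (0.42, 0.120) and anterior Hox genes (0.14, 0.947). The 8 qPCR markers of the study were at 1.02 (6 measured, 5.33e-05), monocyte and macrophage markers at 0.33 (0.00141), MHC class II genes at 0.46 (0.0350), posterior Hox genes at -0.57 (0.0336), dendritic cell markers at 0.37 (0.00141), endothelial markers at 0.29 (0.0382), proliferation genes at 0.25 (0.0164), DNA sensing genes and DNases at 0.16 (0.0204) and immediate early and stress genes at 0.15 (0.0241), of which none passed with an estimated correlation. No pair of libraries was identical, and the highest Pearson r across genes was 0.990 (KO mice 803 and 804 at D19).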
